# Nutrition Controls Mitochondrial Biogenesis in the *Drosophila* Adipose Tissue through Delg and Cyclin D/Cdk4

**DOI:** 10.1371/journal.pone.0006935

**Published:** 2009-09-09

**Authors:** Claudia Baltzer, Stefanie K. Tiefenböck, Mark Marti, Christian Frei

## Abstract

Mitochondria are cellular organelles that perform critical metabolic functions: they generate energy from nutrients but also provide metabolites for de novo synthesis of fatty acids and several amino acids. Thus mitochondrial mass and activity must be coordinated with nutrient availability, yet this remains poorly understood. Here, we demonstrate that *Drosophila* larvae grown in low yeast food have strong defects in mitochondrial abundance and respiration activity in the larval fat body. This correlates with reduced expression of genes encoding mitochondrial proteins, particularly genes involved in oxidative phosphorylation. Second, genes involved in glutamine metabolism are also expressed in a nutrient-dependent manner, suggesting a coordination of amino acid synthesis with mitochondrial abundance and activity. Moreover, we show that Delg (CG6338), the *Drosophila* homologue to the alpha subunit of mammalian transcription factor NRF-2/GABP, is required for proper expression of most genes encoding mitochondrial proteins. Our data demonstrate that Delg is critical to adjust mitochondrial abundance in respect to Cyclin D/Cdk4, a growth-promoting complex and glutamine metabolism according to nutrient availability. However, in contrast to nutrients, Delg is not involved in the regulation of mitochondrial activity in the fat body. These findings are the first genetic evidence that the regulation of mitochondrial mass can be uncoupled from mitochondrial activity.

## Introduction

In eukaryotes, cellular organelles are separated from the cytoplasm through lipid membranes, creating compartments with unique biological properties. Rather than static, organelle size and function are often dynamic, and tightly regulated in response to various stimuli. One of the best-studied organelles are mitochondria, which show large cell-type specific variations in morphology and abundance, demonstrating that mitochondria are highly regulated. Mitochondrial dysfunction is linked to various diseases, including metabolic disorders and cellular aging [1], therefore these organelles are critical for cellular homeostasis. Mitochondria perform multiple metabolic functions, most notably the generation of energy from carbohydrates, fatty acids and amino acids. Equally important, mitochondria also provide metabolites for anabolic processes such as *de novo* synthesis of fatty acids and amino acids. Although the metabolic biochemical reactions are well established, we are just beginning to understand how these processes are coordinated *in vivo*. One interesting question is how nutrients control mitochondrial mass and activity, and how this regulation affects cellular metabolism.

During cellular growth, amino acids are used for protein synthesis. In higher eukaryotes, essential amino acids are taken up through the diet, whereas nonessential amino acids are synthesized *de novo*. For the latter, mitochondria are critical, since they provide oxaloacetate for aspartate and asparagine, as well as 2-oxoglutarate (α-ketoglutarate) for glutamate, glutamine, arginine and proline biosynthesis. Of these amino acids, glutamine is particularly interesting: First, many cell types take up large amounts of glutamine, which can be used to produce cytoplasmic NAD^+^, NAPDH and lactate in a process called glutaminolysis. Second, since the TCA cycle intermediate citrate can be used as a substrate for fatty acid synthesis, glutamine can be converted into 2-oxoglutarate, thus replenishing the TCA cycle. Third, efflux of cytoplasmic glutamine, either taken up or synthesized *de novo*, is directly linked to the uptake of essential amino acids, both in mammals and *Drosophila* [2]. Interestingly, all three processes are highly active in cancer cells, under conditions of high metabolic activity [3]. One would therefore expect tight coordination between nutrients, mitochondrial activity and amino acid synthesis, in particular glutamine, yet factors mediating such links have not been described.

Mitochondria contain their own genome (mtDNA), encoding a small number of proteins required for oxidative phosphorylation (OXPHOS), as well as tRNAs and rRNAs for mitochondrial translation. The majority of mitochondrial proteins are encoded by the nuclear genome, including factors for mitochondrial transcription and translation. These proteins are translated in the cytoplasm and imported into mitochondria. Accordingly, the transcription of these nuclear genes is believed to be rate limiting for mitochondrial mass and activity [4]. To understand the nutrient-specific regulation of mitochondria, one has to characterize how these nuclear transcription factors are regulated in response to nutrients. In *Drosophila*, genes encoding mitochondrial proteins are highly expressed during the larval growth and feeding period. Subsequently, as the larvae stop feeding at the end of the last larval instar and prepare for metamorphosis, expression of these genes is strongly downregulated [5], [6]. Thus *Drosophila* larval growth is an ideal system to study how mitochondria are regulated in response nutrients *in vivo*. This has been exploited in recent microarray studies, where expression profiles of normal fed and starved larvae were compared: Indeed, starvation led to a strong downregulation of genes involved in mitochondrial translation, respiration, TCA cycle, fatty acid oxidation and mitochondrial transport [7], [8]. Similar findings have been published using microarrays from fed or starved adult flies [9]. Comparing larval fat body and muscle tissues, Teleman et al. discovered that many of these genes respond in a cell-type specific manner [8]. Therefore, factors must exist that mediate a tissue-specific transcriptional control in response to nutrients. One candidate for such a factor is dFoxo, the fly homologue to mammalian forkhead O-type transcription factors (FoxO family) [10]. Importantly, dFoxo did only mediate the nutrient responsiveness for a subset of genes encoding mitochondrial proteins [8]. This implies that other transcription factors must exist, yet they have not been described in *Drosophila*.

In this study, we used *Drosophila melanogaster* to characterize mitochondria in a developing organism *in vivo*. We focused on the larval fat body, the fly adipose/liver tissue. Fat body cells are specified during embryogenesis, and show an enormous increase in cell size during larval stages, which is accompanied by endoreduplication of its DNA to a C-value of ∼256. Growth of these cells is directly regulated by nutrient uptake [11], making the larval fat body an ideal system to study mitochondria in response to nutrition and nutrient-sensitive growth-promoting pathways. We show that low-yeast food conditions, and thus amino acid starvation, leads to strongly reduced mitochondrial abundance and respiration activity. This correlates with reduced expression of genes encoding mitochondrial proteins, including enzymes involved in glutamine metabolism. Moreover, *Drosophila* Delg (CG6338), the fly homologue to the alpha subunit of mammalian transcription factor NRF-2/GABP, functions as a key regulator for mitochondrial mass. Surprisingly, reduced mitochondrial mass in *delg* mutants does not translate into reduced OXPHOS activity. Rather, residual mitochondria compensate by being more active. More importantly, our data show that Delg is critical to adjust mitochondrial abundance and expression levels of enzymes required for glutamine metabolism in response to nutrient availability. Finally, we observed that the nutrient-sensitive growth-promoting complex Cyclin D/Cdk4 required Delg for its effect on mitochondria. Thus our data demonstrate how Cyclin D/Cdk4 and Delg coordinate mitochondrial abundance and glutamine metabolism with nutrient availability *in vivo*.

## Results

### Mitochondria in the larval fat body respond to low-yeast nutrition

Standard *Drosophila* food contains high amounts of carbohydrates (sugar and corn) and yeast, the latter providing mostly amino acids and fatty acids, but also compounds for which flies are auxotrophic. To test whether mitochondrial abundance is regulated in response to nutrients, we grew larvae in normal or low-yeast food, and ubiquitously expressed a mitochondrial-targeted GFP (mitoGFP) to label mitochondria. Since low-yeast food leads to a delay in development, mid-third instar larvae were taken for all experiments except when indicated (4 days after egg deposition (AED) for normal fed, and 8 days AED for low-yeast fed control larvae). When analyzed in the larval fat body, mitochondria were abundant throughout the cytoplasm in normal food. In contrast, when larvae were grown under low-yeast conditions (10% of normal levels), the mitoGFP signal was dispersed and less abundant in the cytoplasm (Fig. 1A). Since average cell size was not changed (data not shown), we labeled the plasmamembrane with phalloidin, and quantified the GFP-positive area and normalized it to the cell area. Under normal food conditions, mitochondria occupied 45% of the cell area. This was significantly reduced to 21% under low yeast food (Fig. 1C). To confirm that mitoGFP labels mitochondria, we compared its fluorescence with MitoTracker, a mitochondrial-specific dye. Indeed, the two fluorescences perfectly overlapped (Fig. S1A), demonstrating that mitochondrial abundance is regulated in response to nutrients. To test whether this effect is specific for the fat body, we analyzed other larval tissues. In the gut, using both mitoGFP and MitoTracker, mitochondria were equally abundant under both feeding conditions (Fig. 1B). Other larval tissues did also not show apparent changes in abundance upon low-yeast food (data not shown). Taken together, these data demonstrate a tissue-specific control of mitochondrial abundance in response to nutrients. Given that the fat body is critical for the whole animal to respond to amino acid availability [12], we focused on this tissue to further characterize the effect of nutrients on mitochondria.

**Figure 1:**
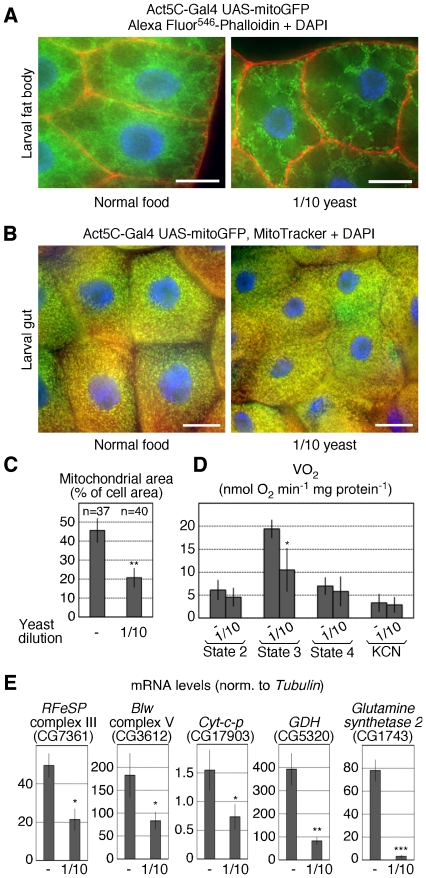
Nutrient-specific control of mitochondrial abundance and activity in the larval fat body. Larvae were grown in formal food, or in food that contained 10% of the normal yeast concentration. (A) Mitochondrial-targeted GFP (mitoGFP) was expressed using the Act5C-Gal4/UAS system, and the cell-outline was stained using phalloidin (shown in red). Shown is the larval fat body. (B) MitoGFP was expressed as in A, and the tissue was counterstained using the mitochondrial-specific dye MitoTracker. Shown is the larval midgut, close to the proventiculus. (C) Quantitation of A. Mitochondrial area per cell was measured using ImageJ. Analysis was done in blind. (D) Oxygen consumption assays on digitonin-permeabilized dissected fat bodies. State 2 to 4 respirations were measured after the serial addition of pyruvate and proline (state 2), ADP (state 3) and the ADP/ATP transporter inhibitor atractyloside (state 4). Respiration was normalized to total fat body protein. Averages and standard deviations are shown from 4 biological replicates. (E) Transcript levels using qPCR from dissected fat bodies, normalized to *Tubulin* levels. Shown are levels for genes involved in mitochondrial respiration (*RFeSP*, *Blw* and *Cytochrome-c-proximal*), as well as *Glutamate dehydrogenase* (*GDH*) and *Glutamine synthetase 2*, encoding enzymes involved in glutamate and glutamine biosynthesis. A to E: Mid-third instar control larvae (Df(3R)ro^80b^/+) were taken 4 days AED. Bar equals 20 µm.

Mitochondrial oxidative phosphorylation generates ATP from NADH and FADH_2_, which are derived from the mitochondrial TCA cycle or during fatty acid oxidation. During this process, electrons from NADH and FADH_2_ are transferred to the electron transport chain, which uses the electron-transfer potential to create a proton gradient across the inner-mitochondrial membrane. ATP synthase then generates ATP from ADP and phosphate.

Oxygen serves as the final electron acceptor for the electron transport chain, thus oxygen consumption reflects OXPHOS activity. To test whether the reduced mitochondrial abundance under low-yeast conditions would result in oxidative phosphorylation defects, we adapted an assay for mammalian tissue samples to measure fat body-specific oxygen consumption [13]. We dissected larval fat bodies, permeabilized the plasmamembrane with digitonin, and measured oxygen consumption using a Clark electrode. When normalized to protein content, the addition of pyruvate and proline (state 2), which stimulates complex I of the electron transport chain, led to identical respiration rates when larvae were grown in normal or low-yeast food (Fig. 1D). Under these conditions, ADP is limiting. Therefore, after the addition of ADP (state 3), fat bodies from normal fed larvae showed a 3.2-fold increase in respiration rates. In contrast, this was significantly reduced to 2.3-fold when fat bodies were dissected from low-yeast fed larvae, demonstrating respiration defects under these conditions (Fig. 1D). In addition to the generation of ATP, the inner-mitochondrial proton gradient is dissipated through uncoupling complexes, producing heat. In mammals, two adipose tissues are found: The white adipose tissue, which mediates energy storage, and the brown adipose tissue, which shows a high degree of uncoupling, being involved in thermongenesis. It is not known whether the fly fat body functions as a white or brown adipose tissue. To measure uncoupled respiration, we used atractyloside, an inhibitor of the ADP/ATP transporter, leading to ADP depletion (state 4). We did not detect different respiration rates between normal and low-yeast fed animals (Fig. 1D). Furthermore, when respiration was measured in two other larval tissues, the gut and the epidermis, the ratios between state 3 and state 4 respiration were not changed compared to the fat body under normal feeding conditions (data not shown). We conclude that first, uncoupled respiration is not nutrient-responsive. Second, the fly fat body resembles the mammalian white adipose tissue. Finally, we added KCN to block all mitochondrial respiration by inhibiting complex IV of the electron transport chain. We did not detect a difference between fat bodies from normal and low-yeast fed larvae (Fig. 1D). Taken together, mitochondrial abundance in the larval fat body is reduced under low-yeast food conditions, leading to respiration defects.

As mentioned above, many genes encoding mitochondrial proteins are transcriptional regulated in response to nutrients in the larval fat body [8]. To test whether reduced expression of OXPHOS genes could explain the respiration defects, we used quantitative PCR (qPCR) to measured mRNA levels from dissected fat bodies. Indeed, *RFeSP*, encoding the Rieske iron-sulfur protein of complex III, *Bellwether* (*Blw*), encoding the ATP synthase subunit alpha protein of complex V and *Cyct-c-p*, encoding Cytochrome c, were all expressed at significantly reduced levels under low yeast food (Fig. 1E). Next, we measured mRNA levels of genes encoding enzymes involved in the synthesis of glutamate, glutamine and proline, which are all synthesized from the TCA cycle intermediate 2-oxoglutarate (see below for a schematic representation of these enzymatic reactions). Of 8 genes encoding these enzymes, 6 were significantly downregulated upon low-yeast food, including *Glutamate dehydrogenase* (*GDH*; conversion of 2-oxoglutarate and glutamate), *Glutamine synthetase 2* (conversion of glutamate and glutamine), and *Pyrroline-5-carboxylate reductase* (conversion of glutamate and proline; Fig. 1E, 7C and S1B). These data demonstrate that nutrients must control transcription factors that drive the expression of genes encoding mitochondrial proteins. In addition, this suggests that the glutamine metabolism is coordinated with mitochondrial abundance and activity.

### *Delg* mutants have reduced mitochondrial mass in the *Drosophila* larval fat body

In mammals, several transcription factors are known to mediate the expression of genes encoding mitochondrial proteins, including NRF-1 and NRF-2/GABP (nuclear respiratory factor-1 or -2/guanine adenine binding protein) [14], [4]. To test whether their fly homologues could mediate the nutrient-specific regulation in the fat body described above, we tested available mutants for mitochondrial defects in the larval fat body. *Drosophila* Ewg (Erect wing) is the only NRF-1 homologue, and functionally important in neurons and muscle tissues [15]. We induced homozygous mutant clones in the larval fat body as shown below for Fig. 2G of an *ewg* null allele (*ewg^2^*), but did not observe any mitochondrial phenotypes when assayed using MitoTracker (data not shown). NRF-2 is a heterotetramer between two alpha and two beta subunits, where the alpha subunits mediate DNA binding through ETS domains, and the beta subunits mediate transcriptional activation [16]. For NRF-2α, several homologues are encoded by the fly genome: Delg, Ets21C, Pointed, Ets65A, Ets96B, Aop and Eip74EF (in decreasing order of homology). For NRF-2β, only one homologue has been found: CG32343. For three of these homologues, we induced homozygous mutant clones as described above and tested for mitochondrial defects. Two of them, *ets21C (ets21C^f03639^*) and *pointed* (*pnt^Δ88^*), did not show mitochondrial defects in the larval fat body (data not shown). In contrast, *delg* mutants did show such defects (see below), thus we focused on whether Delg could mediate the nutrient-specific regulation of mitochondria.

**Figure 2:**
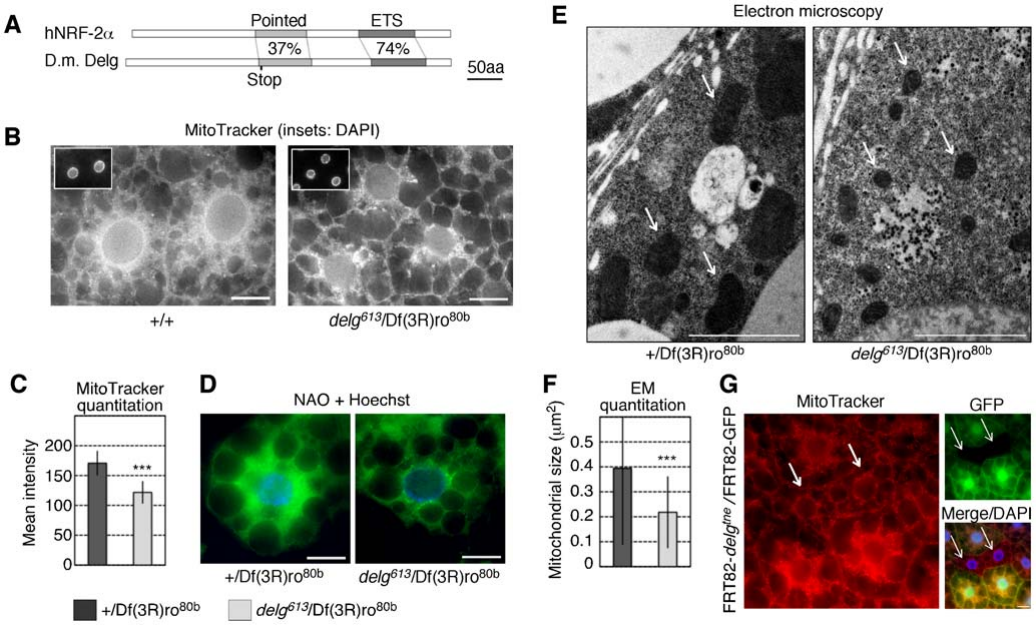
The *Drosophila* NRF-2α/GABPβ homologue Delg is required for mitochondrial biogenesis. (A) Schematic representation of the homology between human NRF-2α and *Drosophila* Delg. The pointed and ETS domains are 37% and 74% identical in amino acid sequence, respectively. The Q^193^ to Stop codon mutation in *delg^613^* [21] is indicated. (B) MitoTracker and DAPI stainings of fixed fat bodies from third instar larvae. Whereas wild type cells show abundant staining throughout the cytoplasm, *delg* mutant cells show a strong reduction in staining. (C) Quantitation of MitoTracker staining. Mean fluorescent intensity per cell was calculated in ImageJ. Quantitation was done in blind, n≥21. (D) Nonylacridine orange (NAO; in green), which detects the mitochondrial phospholipid cardiolipin, and Hoechst^33342^ (specific for DNA, shown in blue) stainings in unfixed larval fat bodies. (E) Electron microscopy images of larval fat bodies. Arrows point to mitochondria, which show a strong size reduction in *delg* mutant cells. (F) Quantitation of electron microscopy, shown is the average mitochondrial area, n≥34. (G) Homozygous mutant clones for *delg* were induced using the Flp/FRT system, *delg^tne^/delg^tne^* cells are recognized by the absence of GFP (arrows), and show strong, cell-autonomous reduction in MitoTracker staining. Bar equals 20 µm, except 2 µm in E.

As published earlier [17], *Drosophila* Delg (CG6338; *Drosophila* Ets like gene) is a close homologue to mammalian NRF-2α, being 39% identical in amino acids sequence. In particular, the ETS domain is highly conserved (Fig. 2A), and 12 of the 13 residues that bind NRF-2β [18] are also conserved (data not shown). Delg was first identified as one of several *Drosophila* proteins containing an ETS domain [19], [20], [17]. Specific mutants have developmental defects, particularly during oogenesis [21], [22], [23]. A null mutant background (*delg^613^*/Df(3R)ro^80b^) is lethal during pupal stages, whereas a hypomorphic allele (*delg^tne^*) gives raise to viable but sterile adults [21]. To stain for mitochondria, we first used MitoTracker, which gave an abundant staining in the cytoplasm of wild type fat body cells. In contrast, *delg* null mutant cells showed a strong decrease in staining. Although reduced, mutant cells still retained staining that localized in a perinuclear manner (Fig. 2B). When quantified, we noted a 30% reduction in MitoTracker staining in *delg* mutant cells (Fig. 2C). Since these stainings were done on fixed tissues, they reflect mitochondrial abundance, but not mitochondrial activity. To further assay mitochondrial mass, we used NAO, which specifically labels the mitochondrial phospholipid cardiolipin, and is commonly used as a good readout to estimate mitochondrial mass. As seen in Fig. 2D, *delg* mutant cells showed a strong reduction in NAO. Again, residual mitochondria were concentrated around the nucleus. Finally, using electron microscopy, we noticed that *delg* mutants had similar numbers of mitochondria, but mitochondria were strongly reduced in size, being on average 50% smaller in area (Fig. 2E and 2F). To test whether this effect is cell-autonomous, we induced *delg* homozygous mutant clones using the Flp/FRT system. Mutant cells, recognized by the absence of GFP, showed a strong reduction in MitoTracker (Fig. 2G). Taken together, these data demonstrate that mitochondrial mass is reduced in *delg* mutant fat body cells in a cell-autonomous manner. In contrast, ectopic expression of Delg did not result in an increase in mitochondrial abundance (data not shown), demonstrating that Delg is required but not sufficient to control mitochondrial mass *in vivo*.

### Delg functions specifically in the larval fat body

To test whether the mitochondrial defects in the *delg* mutant are specific for the fat body, we stained for mitochondria in other larval tissues, including the gut, salivary gland, trachea and imaginal discs. Importantly, *delg* mutants did not show any changes in mitochondrial abundance or morphology in these tissues (Fig. S2A; Data not shown). Moreover, expression of exogenous Delg primarily in the fat body complemented the lethality of *delg* null alleles (see Materials and Methods). These data demonstrate that Delg functions primarily in the larval fat body, and is therefore a prime candidate to mediate the nutrient-specific control of mitochondria described above.

Even in a *delg* null mutant background, mitochondria are still present in the larval fat body. Moreover, Delg is expressed in the larval gut to similar levels as in the fat body (data not shown), yet we did not observe mitochondrial phenotypes in *delg* mutants (Fig. S2). Thus redundant factors, especially in the gut, must exist. To identify such factors, we dissected larval fat bodies and guts from mid-third instar animals, either control or *delg* mutant. qPCR was then used to measure mRNA levels of the *Drosophila* NRF-2α homologues mentioned above. Three of them, *Ets21C*, *Pointed* and *Aop*, were expressed at higher levels in the gut, compared to the fat body, thus potentially explaining the absence of phenotypes in *delg* mutant gut cells. Moreover, *Ets96B* was expressed at higher levels in the *delg* mutant fat body, compared to the control fat body (Fig. 3A). A detailed genetic characterization including double mutants between Delg and other NRF-2α homologues will be required to directly test for redundancy.

**Figure 3:**
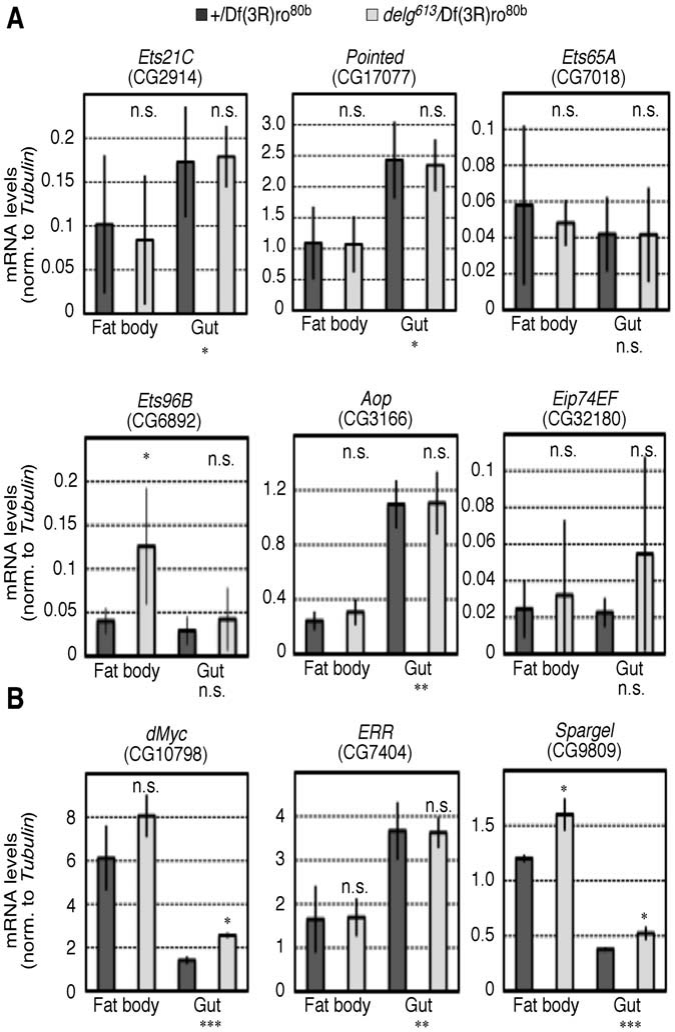
Expression levels in the fat body and the gut of candidate transcription factors to control the expression of genes encoding mitochondrial proteins. The larval fat body or gut was dissected from mid-third instar larvae (4d AED for +/Df(3R)ro^80b^, and 6d AED for *delg^613^*/Df(3R)ro^80b^), and mRNA levels were determined using qPCR and normalized to *Tubulin* levels. (A) *Drosophila* homologues to mammalian NRF-2α are shown. (B) *dMyc*, *Estrogen-related receptor* (*ERR*) and *Spargel* (*Drosophila* PGC-1 homologue) levels are shown. Significance between the fat body and the gut for control animals is shown below the charts, and significance between control and *delg* mutant is shown within the charts.

In mammalian systems, NRF-1 and NRF-2 function together with other transcription factors to drive the expression of genes encoding mitochondrial proteins. These factors include ERRα, c-Myc, SP1, YY1 as well as the transcriptional co-activators to the PGC-1 family [14], [4]. To test whether their fly homologues could function in a redundant manner, we measured mRNA of these genes in the larval fat body and the gut as done above. Whereas *dMyc* and *ERR* levels were not significantly elevated in *delg* mutant fat bodies, Spargel, the *Drosophila* PGC-1 homologue was expressed at higher levels. Moreover, *dMyc* and *Spargel* were also expressed at higher levels in the *delg* mutant gut, compared to control gut (Fig. 3B). As mentioned below, Delg and Spargel function in a redundant manner to control mitochondrial biogenesis in the larval fat body (Tiefenböck et al., *under revision*). Thus redundancy among multiple factors might be common for the expression of genes encoding mitochondrial proteins.

### Reduced expression levels of genes encoding mitochondrial proteins in *delg* mutants

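The fat body, which stores nutrients and does the work of liver and adipose tissue in the larva, was taken from 3 control samples (+/Df(3R)ro 80b) and 3 *delg* mutant samples (*delg613*/Df(3R)ro 80b), which are separate biological samples. The probe set for *delg* (Ets97D, CG6338) had signals of 71.7, 87.1 and 91.9 in the mutant samples and of 135, 122 and 213 in the controls, a log2 fold change of -0.87 (standard error 0.38, adjusted p = 0.267 from limma). Each mutant sample lay below each control sample, and the difference did not pass the test. *delg613* is a stop codon allele, which need not remove the transcript, and both genotypes carry 1 copy of the deletion, so that this signal does not check the sample labels.

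Control replicate 2 stood apart from the other samples in transcripts that mark the end of larval life. Sgs3 and Sgs4, glue genes known from the salivary gland, had signals of 2.5 and 231 in control replicate 2, while Sgs3 ranged from 53479 to 74489 and Sgs4 from 58370 to 78371 in the other 5 samples. In mutant replicate 3 the signal of Sgs4, 71020.5, was the highest of the array. How much salivary gland tissue these fat body samples held was not tested. Fbp1, a fat body gene for a receptor of larval storage proteins, had a signal of 1103 in control replicate 2 and of 40320 to 65884 in the others. Lsp2, a larval serum protein made in the fat body, ranged from 57153 to 75546 over all 6 samples. E23, an ecdysone-responsive transporter gene, had signals of 3486 to 4158 in the mutant samples and of 40.6 to 215 in the controls, control replicate 2 included.

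RNA was extracted with Qiazol and chloroform and purified on columns, and each sample was hybridised to 1 Affymetrix array for *Drosophila* genes. The submitters' processing notes name GCOS 1.4 and MAS5, and the deposited intensities are linear signals scaled to a trimmed mean of 500 on every array, from 0.12 to 89161. The median signal was 55.5, 64.0 and 64.8 on the mutant arrays and 66.1, 62.4 and 75.5 on the control arrays. The paper names GeneSpring GX for the evaluation. Here the signals were used as deposited, without a filter, converted to log2 and compared with limma over 18769 probe sets. A total of 13647 of these carry 1 gene symbol, 402 carry several and 4720 carry none in the annotation used here, and a gene was read from its probe set with the highest mean signal, which gave 11983 genes. The larvae were late L3 larvae according to Fig. 4 and wandering larvae according to Table S1, and the labels give an age of 6 days for all samples. The number of arrays limits the precision, and with 3 samples against 3 an exact permutation test cannot give a p below 0.1.

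**Figure D1:**
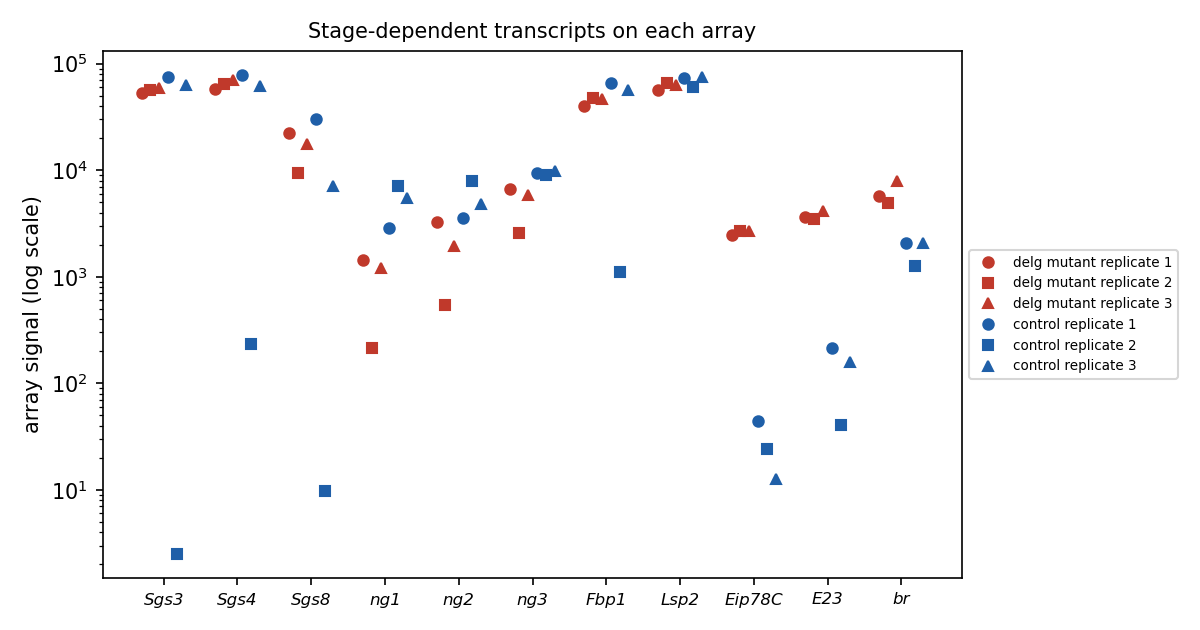
Signal (linear units, log scale) of 11 stage-dependent transcripts on each of the 6 arrays, with mutant samples in red, controls in blue and a marker shape for each replicate number. The transcripts were picked after their values were seen. In control replicate 2, Sgs3 stands at 2.5 and Fbp1 at 1103, far below the other samples. E23 is higher in the 3 mutant samples than in the 3 controls, while ng1, ng2 and ng3 are lower in them.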

To test whether Delg is required for proper expression levels of genes encoding mitochondrial proteins, we performed microarray analysis using mRNA from dissected fat bodies. Indeed, 55% of annotated genes encoding mitochondrial proteins were at least 1.5fold downregulated in the *delg* mutant compared to control (Fig. 4 and Table S1). These genes are involved in respiration, energy transport, ATP synthesis and pyruvate metabolism. 

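Of the 250 genes of Table S1 with a named probe set, 116 (46.4%) were at least 1.5-fold lower in the *delg* mutant and 11 (4.4%) at least 1.5-fold higher, compared with 27.5% and 21.6% of all genes. The median log2 fold change of the Table S1 genes was -0.55, against -0.08 for the other genes, and 210 of the Table S1 genes lay below 0. Larval stage and genotype cannot be told apart in these samples, as the closing section sets out. At an adjusted p under 0.05 from limma, 17 Table S1 genes fell and 3 rose (36 fell and 4 rose when adjusted over the list alone, and 80 and 8 at an unadjusted p under 0.05). Among those that fell were Prx3, a mitochondrial peroxiredoxin (log2 fold change -1.62, standard error 0.38, adjusted p = 0.0402), and Ak3, a mitochondrial adenylate kinase (-0.83, standard error 0.19, adjusted p = 0.0436). Nmdmc, a folate enzyme of mitochondria, rose by 2.21 (standard error 0.23, adjusted p = 0.00141), with a mean signal of 2056 ± 163 (SD, n = 3) in the mutant and 452 ± 105 (SD, n = 3) in the control. CG9393, listed as metaxin 1 of the import machinery, rose by 1.62 (standard error 0.21, adjusted p = 0.00372).

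As a set, the Table S1 genes were lower than the other genes (camera with a preset correlation, p = 4.46e-09; p = 0.177 with an estimated correlation). fry, a rotation test from limma of whether they move one way without reference to other genes, gave p = 0.0349. Between single arrays, the share at least 1.5-fold lower was 25.6 to 38% against control replicate 1, 39.2 to 46.8% against control replicate 3 and 61.2 to 65.2% against control replicate 2, the sample with the low Fbp1 and glue gene signals (SD 15.0 percentage points over the 9 pairs). Without control replicate 2 the share was 34.4%, the median log2 fold change -0.37, and 37 genes fell and 6 rose. The number that fell was 2, 4 and 3 without mutant replicate 1, 2 and 3, and 31 and 2 without control replicate 1 and 3. The calls of Prx3 and Ak3 were lost without any mutant sample or control replicate 3 (adjusted p up to 0.165). Another 41 names of Table S1 have no named probe set here and were not analysed.

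The paper set out to test whether Delg is required for the normal expression of genes encoding mitochondrial proteins, and states from the share of genes with a drop of at least 1.5-fold that they were downregulated in the mutant. Its Table S1 also lists P values, and by quantitative PCR on mid-L3 larvae it finds RFeSP and blw lower in the mutant.

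**Figure D2:**
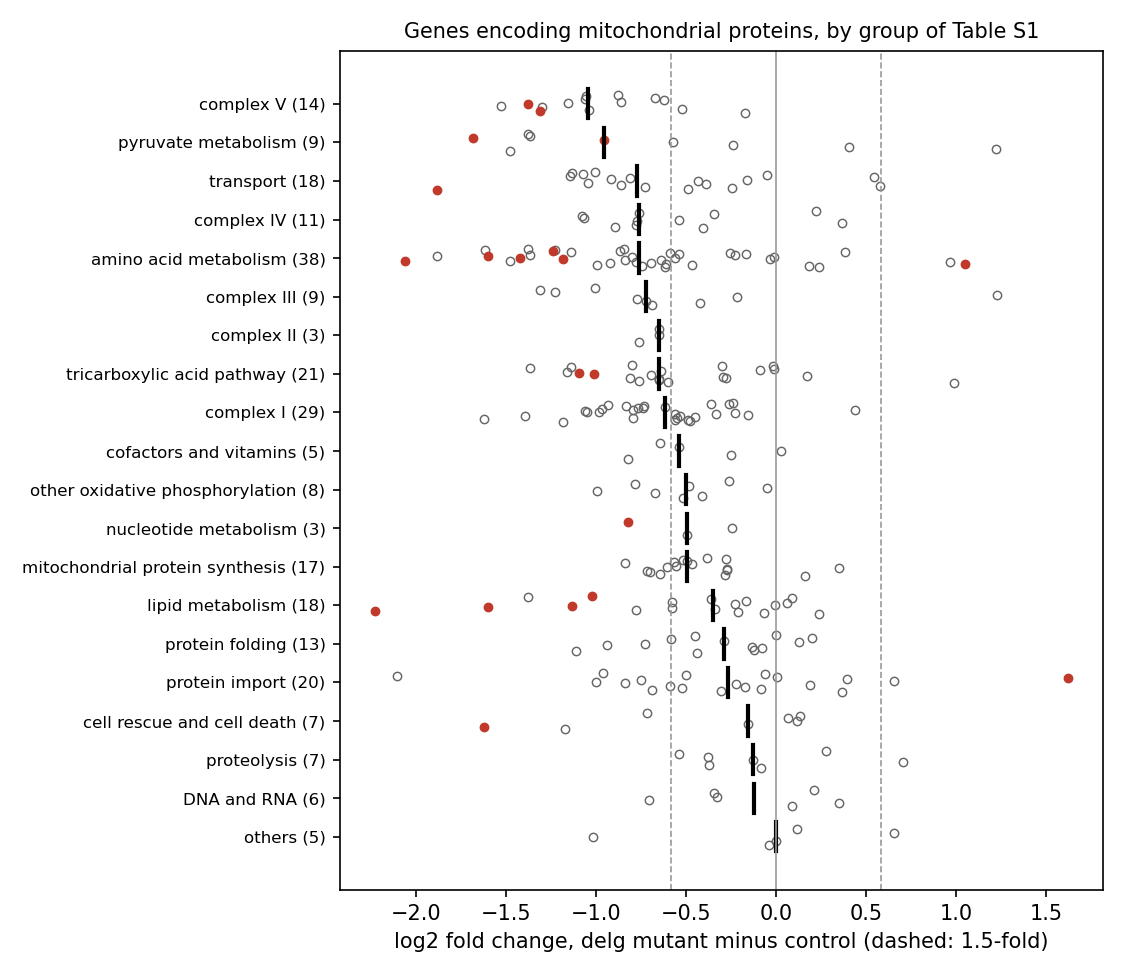
Log2 fold change (mutant minus control) of measured Table S1 genes by the groups of the table, with genes past an adjusted p of 0.05 filled in red, group medians as black bars, the 1.5-fold lines dashed and the number of genes in brackets. The groups of other carbohydrate metabolism (1 measured gene, Nmdmc) and sulfur metabolism (2 measured genes) are not drawn. Complex V has the lowest median among the respiratory complexes, and CG9393 stands highest of the called genes drawn at 1.62.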

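ATP synthase, complex V, makes ATP from the proton gradient of the respiratory chain. All 14 measured genes of complex V lay below 0. The median log2 fold change was -1.05, and 2 of the genes fell at an adjusted p under 0.05 from limma (10 when adjusted over the list alone). The first was *blw*, the alpha subunit, with a signal of 11032 ± 655 (SD, n = 3) in the mutant and 28229 ± 8388 (SD, n = 3) in the control (log2 fold change -1.31, standard error 0.25, adjusted p = 0.0187). The other was ATPsynbeta, the beta subunit, with 13586 ± 402 and 36102 ± 9371 (log2 fold change -1.38, standard error 0.23, adjusted p = 0.0116). As a group, complex V was lower than other genes (camera, adjusted p = 3.51e-05; adjusted p = 0.483 with an estimated correlation).

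Of 18 carriers and channels, sesB, the ADP/ATP carrier that brings ATP out of mitochondria, fell from 18298 ± 10125 to 4583 ± 964 (log2 fold change -1.88, standard error 0.36, adjusted p = 0.0205; 2 carriers fell when adjusted over the list alone). The carriers had a median of -0.77 (camera, adjusted p = 0.00307; 0.491 with an estimated correlation). Of 9 genes of pyruvate metabolism 2 fell (5 when adjusted over the list alone), Men-b, a malic enzyme that makes pyruvate, by 1.69 on the log2 scale (standard error 0.28, adjusted p = 0.0107) and PCB, pyruvate carboxylase, by 0.95 (standard error 0.19, adjusted p = 0.0227). That group had a median of -0.95 (camera, adjusted p = 0.0194; 0.342 with an estimated correlation). Of 21 genes of the tricarboxylic acid pathway 2 fell (7 when adjusted over the list alone), subunits of the NAD-dependent isocitrate dehydrogenase: Idh3b by 1.10 (adjusted p = 0.0349) and Idh3g by 1.01 (adjusted p = 0.0466). Their group had a median of -0.65 (camera, adjusted p = 0.00202; 0.342 with an estimated correlation).

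Table S1 also groups genes of amino acid and lipid metabolism. Of 38 genes of amino acid metabolism 5 fell and 1 rose (18 and 1 when adjusted over the list alone). The median was -0.76 (camera, adjusted p = 1.31e-05; 0.347 with an estimated correlation). Those that fell were Mgstl, a microsomal glutathione transferase (log2 fold change -2.06, adjusted p = 0.00389; a second, dimmer probe set 1.68, adjusted p = 0.366), Echs1, an enoyl-CoA hydratase (-1.60, adjusted p = 0.0275), Gdh, glutamate dehydrogenase (-1.42, adjusted p = 0.00645), and, named after their values were seen, CG17896 and Got2, while Shmt, serine hydroxymethyltransferase, rose by 1.05 (adjusted p = 0.0261). Of 18 lipid genes 4 fell (7 when adjusted over the list alone): SCOT of ketone body use (-2.23, adjusted p = 0.0406), Echs1 again and, named after their values were seen, CPT2 and Acadvl of fatty acid oxidation. The median was -0.35 (camera, adjusted p = 0.00277; 0.342 with an estimated correlation), and -0.20 after centring each array.

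The calls of *blw*, ATPsynbeta, sesB, Idh3b, Idh3g, PCB, Echs1 and SCOT were lost without any one of the mutant samples and without control replicate 3 (adjusted p up to 0.188). That of Men-b was lost without mutant replicate 1 or 2 or control replicate 3 (up to 0.0555), and that of Shmt without every sample but control replicate 2 (up to 0.126). Without control replicate 2, the sample with low glue gene signals, the median of complex V was -0.73 and that of the carriers -0.58. Counts of genes that fell also moved with single samples. Without any mutant sample or control replicate 3 none fell in complex V, the carriers and the tricarboxylic acid pathway and 2 fell in amino acid metabolism. In pyruvate metabolism 1 fell without mutant replicate 3 and in lipid metabolism 1 without mutant replicate 2, and none in either without the others of these 4 samples. Without control replicate 2, 4 fell in complex V, 3 of the carriers, 6 in the tricarboxylic acid pathway, 5 in pyruvate, 12 in amino acid and 7 in lipid metabolism, and without control replicate 1 the numbers were 7, 2, 3, 3, 9 and 4.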

Besides these mitochondria-related functions, genes involved in other compartments were also affected, including ribosomes, the Golgi apparatus and the endoplasmatic reticulum. 

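The endoplasmic reticulum and the Golgi apparatus process the proteins that the fat body secretes. Of 30 genes of the endoplasmic reticulum, all lay below 0 and 13 fell at an adjusted p under 0.05 from limma (20 when adjusted over the list alone). The median log2 fold change was -0.81 (camera, adjusted p = 5.34e-12; adjusted p = 0.117 with an estimated correlation). Sec61alpha, the channel through which secreted proteins enter the endoplasmic reticulum, had a signal of 10414 ± 701 (SD, n = 3) in the mutant and of 30388 ± 3517 (SD, n = 3) in the control (log2 fold change -1.54, standard error 0.19, adjusted p = 0.00307). The protein disulfide isomerase relative wbl fell the most, by 4.34 on the log2 scale (standard error 0.95, adjusted p = 0.0334), at low signals of 24.0 ± 32.4 and 242 ± 5.09. Of 30 genes of the Golgi apparatus and of vesicle traffic to it 13 fell (19 fell and 1 rose when adjusted over the list alone). The median was -0.65 (camera, adjusted p = 5.70e-07; 0.117 with an estimated correlation). ergic53, a cargo receptor, fell by 1.59 (standard error 0.20, adjusted p = 0.00310), and Grasp65, a Golgi stacking protein, by 1.09 (standard error 0.17, adjusted p = 0.00905).

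Of 41 genes of cytosolic ribosomal proteins 8 fell (17 when adjusted over the list alone). The median was -0.58 (camera, adjusted p = 5.77e-05; 0.491 with an estimated correlation). The 2 largest falls were in RpS19b (-1.91, standard error 0.27, adjusted p = 0.00596) and RpL22-like (-1.66, standard error 0.30, adjusted p = 0.0164), paralogs known mainly from the germ line. Of 69 genes of mitochondrial ribosomal proteins none passed limma's test after adjustment over all probe sets or over the list alone, and 5 were lower at an unadjusted p under 0.05 (0 lower and 1 higher by the methods' t-test). They had a median of -0.36 (camera, adjusted p = 0.0160; 0.744 with an estimated correlation). The mitochondrial ribosome group lost its call without mutant replicate 2 (adjusted p = 0.139) and without control replicate 2, the sample with low glue gene signals, where its median was 0.02 (adjusted p = 0.458), and with array weights (0.359). Without control replicate 1 the median was -0.66 and 1 gene fell. Its gene with the smallest p was mRpL35 (-1.30, standard error 0.45, adjusted p = 0.153). Of 19 genes of ribosome biogenesis 1 rose (1 higher and 2 lower when adjusted over the list alone), Non1, a nucleolar GTPase, by 0.88 (adjusted p = 0.0334). The group's median was -0.07 (camera, adjusted p = 0.898), turning to 0.40 without control replicate 2 (adjusted p = 0.0159), and -0.40 without control replicate 1. Without control replicate 2, 2 genes of the group rose and 2 fell, and without control replicate 1, 1 rose and 1 fell.

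Without mutant replicate 1, 2 or 3, or control replicate 3, 5, 5, 3 and 5 genes of the endoplasmic reticulum fell, 1, 2, 1 and 2 of the Golgi apparatus and 3, 2, 1 and 2 of the cytosolic ribosome. Without control replicate 1, 6 genes of the Golgi apparatus and 5 of the cytosolic ribosome fell. Centring each array left 7, 3 and 3 genes in these lists. The call of wbl was lost without any one sample other than mutant replicate 1 (adjusted p up to 0.128) and that of Grasp65 without mutant replicate 1 or 3 (up to 0.0660). That of RpL22-like was lost without mutant replicate 1 or 3 or control replicate 3 (up to 0.0887) and that of Non1 without any mutant sample or control replicate 3 (up to 0.134).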

We have not addressed yet whether this reflects non-mitochondrial functions.

**Figure 4:**
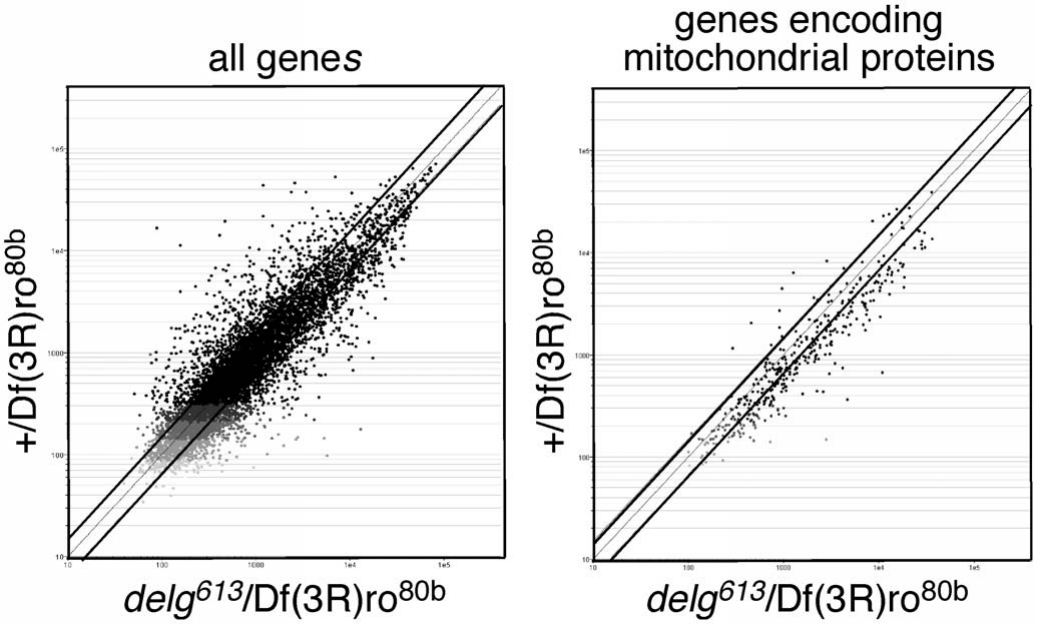
Reduced expression of genes encoding mitochondrial proteins in *delg* mutants. Schematic representation of microarray data using fat body mRNA dissected from late L3 larvae. Control: +/Df(3R)ro^80b^, mutant: *delg^613^*/Df(3R)ro^80b^. Left: All genes are shown. Right: Genes encoding mitochondrial proteins are shown. Diagonal lines indicate 1.5 fold up- or downregulation. Shown are averages of 3 biological replicates.

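Over the 11983 genes measured, 533 rose and 449 fell in the *delg* mutant at an adjusted p under 0.05 from limma, and 1352 were higher and 1405 lower at an unadjusted p under 0.05. Centring each array on its median gave 686 and 287, which takes the share of rises from 54.3 to 70.5%. CG9812, a gene known by its number alone, went from 87.3 ± 7.35 (SD, n = 3) in the control to 16599 ± 4125 (SD, n = 3) in the mutant, a log2 fold change of 7.54 (standard error 0.23, adjusted p = 4.38e-06). The next largest rises were in santa-maria, a scavenger receptor for carotenoids (7.44, standard error 0.20, adjusted p = 2.64e-06), CG44006 (6.90, from 2.12 ± 0.71 to 244 ± 28.4) and the ecdysone-responsive nuclear receptor gene Eip78C (6.77, standard error 0.44, adjusted p = 2.57e-04). Drsl5, a relative of the antifungal peptide drosomycin, rose by 6.43, CG15347 by 6.21, the nuclear receptor gene Hr4 by 6.18 (2 other probe sets 2.28, adjusted p = 0.0961, and 0.99, adjusted p = 0.618), the DNase gene Sid by 5.84, CG7142 by 5.76, Dtg by 5.47 and Ama, a cell adhesion protein, by 5.44. sNPF, a neuropeptide gene, rose by 5.78 at signals of 28.8 ± 7.44 and 0.88 ± 0.95.

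The largest fall was in the yolk protein gene Yp3, from 6162 ± 857 in the control to 37.2 ± 31.1 in the mutant (log2 fold change -7.98, standard error 0.79, adjusted p = 0.00132). It was followed by the glutathione transferase gene GstD7 (-6.36), nol (-6.29, standard error 0.38, adjusted p = 1.63e-04), CG9396 (-5.92), CG6908 (-5.86), CG14852 (-4.88), Vajk3 (-4.68), CG8028 (-4.55), salt (-4.40), wbl, Acsx3 (-4.32) and the vitamin transporter gene Smvt (-4.16). These genes were taken from those in which the samples of the genotypes do not overlap, which holds for 30.1% of all genes, where chance gives 10%. In santa-maria, CG44006, Eip78C, Hr4, CG7142, Dtg, sNPF, Yp3, GstD7, CG9396, CG14852, Vajk3, CG8028, wbl, Acsx3 and Smvt the lower group's mean signal was below the median of every array, so that the size of the fold rests on low signals. The median log2 fold change of all genes was -0.09, and 0.06 when each array was centred on its median.

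Some calls were lost without 1 sample (adjusted p up to 0.135): that of Hr4 without mutant replicate 3, of CG9396 without control replicate 3, of sNPF without any mutant sample and of Ama without any mutant sample or control replicate 3. The call of GstD7 was lost without mutant replicate 2 or 3 or control replicate 3, of CG14852 without mutant replicate 1 or 2 or control replicate 1, and of Acsx3 without mutant replicate 1 or 2 or control replicate 1 or 3. Those of Vajk3 and CG8028 were lost without any sample but mutant replicate 2, and that of Smvt without any sample but control replicate 1. The counts fell to 238 higher and 173 lower without mutant replicate 1, 254 and 208 without mutant replicate 2, 178 and 122 without mutant replicate 3 and 260 and 142 without control replicate 3.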

### Increased OXPHOS activity of individual mitochondria in *delg* mutant fat bodies

To test whether the reduced expression of genes encoding mitochondrial proteins would affect respiration similarly to low-yeast food conditions described above, we repeated the respiration assays using dissected fat bodies from *delg* mutant larvae. Surprisingly, for none of the respiration states, we detected any difference compared to control backgrounds (Fig. 5A). Importantly, oxygen consumption in these assays was normalized to total fat body protein, and not to mitochondrial protein. Thus, since *delg* mutant tissue contains less mitochondrial mass, this indicates that the residual mitochondria must be more active to compensate for the reduced mass. To support this conclusion, we stained for Cytochrome c oxidase (COX) activity, reflecting complex IV of the mitochondrial electron transport chain. Indeed, *delg* mutant cells showed an identical COX activity compared to control (Fig. 5B). Moreover, individual mitochondria, although reduced in size, showed no morphological defects (Fig. 5C), and western blots demonstrated no change in Cytochrome c protein levels (Fig. 5D). These data are consistent with the model that individual mitochondria are more active, leading to a tissue with normal OXPHOS activity. These finding imply an increased inner-mitochondrial membrane potential in the *delg* mutant. We therefore used JC-1, a dye that fluoresces green under low inner-mitochondrial membrane potential, and red when the potential is high. When assayed in control fat bodies, green fluorescent was predominant, demonstrating low potential. In contrast, *delg* mutants showed an increased red fluorescence, indicating increased mitochondrial membrane potential (Fig. 5E and F). Taken together, although mitochondrial mass is reduced, remaining mitochondria show increased activity, leading to cells and tissues with normal OXPHOS activity. To our knowledge, this phenotype has not been described for any of the transcription factors involved in mitochondrial biogenesis. Our findings are very surprising given the reduced expression of OXPHOS genes in the *delg* mutant (Fig. 4). 

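Complexes I to IV pass electrons to oxygen and build the proton gradient. With all 6 samples no single gene of them passed limma's test over all probe sets, and complexes I, III and IV, but not complex II, passed as groups with the preset correlation. Of 29 measured genes of complex I, 28 lay below 0, 15 were at least 1.5-fold lower and 8 were lower at an unadjusted p under 0.05 (none when adjusted over the list alone, and 1 by the methods' t-test). Their median log2 fold change was -0.62 (camera, adjusted p = 4.88e-04; adjusted p = 0.570 with an estimated correlation), with the smallest p for ND-B17 (-1.40, standard error 0.38, adjusted p = 0.0707). The 3 measured genes of complex II had a median of -0.65 (camera, adjusted p = 0.191), -0.28 without control replicate 2 and -1.01 without control replicate 1, and included SdhD (-0.76, standard error 0.38, adjusted p = 0.331).

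Of 9 genes of complex III 6 were at least 1.5-fold lower, 3 were lower at an unadjusted p under 0.05 (2 by the methods' t-test) and 2 fell when adjusted over the list alone. The median was -0.72 (camera, adjusted p = 0.0468; 0.530 with an estimated correlation). RFeSP, the Rieske iron-sulfur protein of this complex, had a signal of 1986 ± 260 (SD, n = 3) in the mutant and of 4970 ± 2327 (SD, n = 3) in the control, a log2 fold change of -1.23 (standard error 0.31, adjusted p = 0.0581). All 3 mutant samples lay below all 3 controls, and a second, dimmer probe set gave -0.14 (adjusted p = 0.950). Of 11 genes of complex IV, cytochrome c oxidase, 6 were at least 1.5-fold lower, 3 were lower at an unadjusted p under 0.05 (0 by the methods' t-test) and none passed when adjusted over the list alone. The median was -0.76 (camera, adjusted p = 0.0449; 0.342 with an estimated correlation). Its gene with the smallest p was COX5A (-1.08, standard error 0.39, adjusted p = 0.160). The 8 other genes of oxidative phosphorylation, most of them assembly factors and electron carriers, had a median of -0.50 (camera, adjusted p = 0.0306; 0.491 with an estimated correlation). None of them passed limma's test over all probe sets or over the list alone and 2 were lower at an unadjusted p under 0.05 (1 by the methods' t-test), among them the copper chaperone Scox (-0.67, standard error 0.26, adjusted p = 0.205).

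The calls of complexes III and IV were lost without mutant replicate 2 (adjusted p = 0.106 for both), mutant replicate 3 (0.0540 and 0.0553) or control replicate 2 (0.210 and 0.0601), and that of the other genes of oxidative phosphorylation without mutant replicate 2 (0.106) or control replicate 2 (0.125). Centring each array ended these 3 calls too (0.0544, 0.0679 and 0.0805), as did limma without trend (0.0781, 0.0817 and 0.0582) and array weights (0.228, 0.0554 and 0.0791). Complex III also lost its call with 100 added to the signals (0.0531) and with the mean of probe sets (0.0623), and the other 2 groups did with the brighter probe sets (0.0631 and 0.0563). Without control replicate 2, the sample with low glue gene signals, the median of complex I was -0.31 (adjusted p = 0.0159), that of complex III -0.39, that of complex IV -0.52 and that of the other genes of oxidative phosphorylation -0.29. In complexes I and III, 2 genes and 1 gene fell without control replicate 1, 1 and 2 without control replicate 2, and 1 and 2 after quantile normalization.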

At least two models can explain this paradox: First, a transcription-independent mechanism exists to maintain normal protein or activity levels to cope with reduced expression in the *delg* mutant. Such a mechanism could affect either the translation of nuclear-encoded mitochondrial proteins, protein import into mitochondria, processing into functional complexes and/or the activation and turnover of these proteins. In *Drosophila*, these post-transcriptional regulations are very poorly understood, and biochemistry is required to address these questions. However, the *Drosophila* fat body yields only limiting amounts of material, and specific antibodies for fly proteins are currently not available. Thus this idea cannot be tested directly at present time. Second, factors that are rate limiting for OXPHOS activity are not affected by the Delg mutation. Indeed, we found normal mRNA and protein levels of Cytochrome c (data not shown and Fig. 5D). Using allelic series of *Cyt-c-p* hypomorphic mutants, as well as overexpression studies, we will test whether Cytochrome c is limiting for OXPHOS activity under physiological conditions.

**Figure 5:**
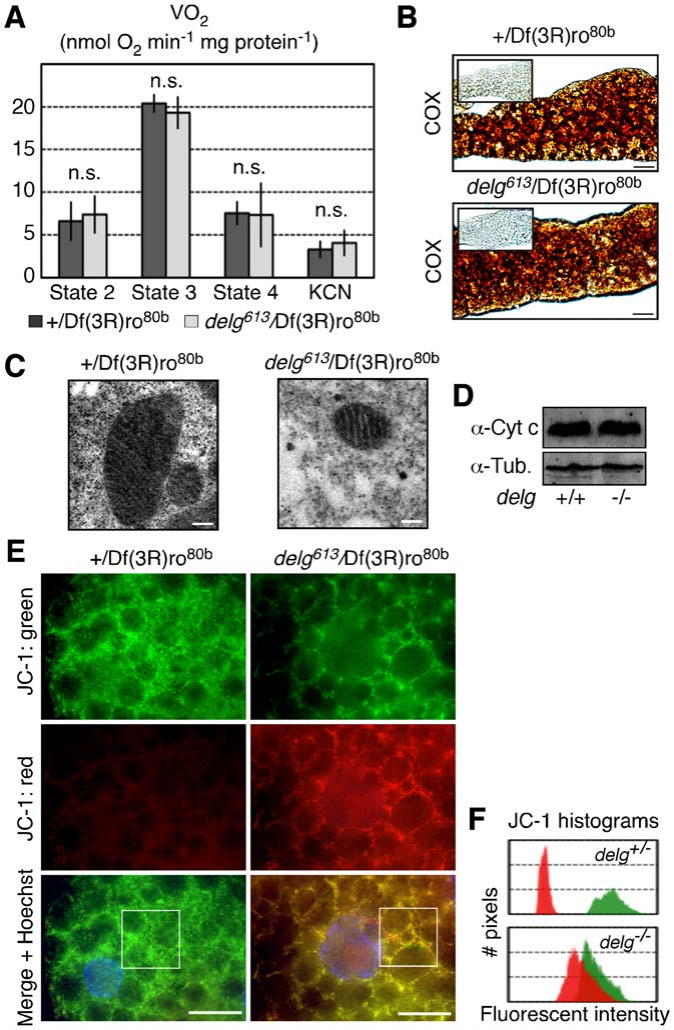
Normal mitochondrial activity in *delg* mutant fat bodies. (A) Oxygen consumption assays on digitonin-permeabilized dissected fat bodies as done in Fig. 1D. (B) Cytochrome c oxidase (COX) staining in larval fat bodies. The addition of COX-inhibitor KCN shows the specificity of the stain (shown as insets). (C) Electron microscopy images, showing normal cristae in *delg* mutants. (D) Western blot using larval fat body extracts, showing similar Cytochrome c levels in both genotypes. Anti Tubulin was used as a loading control. (E) JC-1 stainings in unfixed fat bodies. The predominant green signal in the heterozygous control indicates low mitochondrial membrane potential. The red signal in the *delg* mutant indicates high potential. White boxes outline the areas used for the histograms shown in F. (F) Quantification of JC-1 histograms, showing the intensity of red and green fluorescence. Bar equals 20 µm, except 0.2 µm in E.

### Delg does not mediate the reduction in respiration in response to nutrient starvation

Given the different phenotypes between *delg* mutants and low-yeast food in respect to oxidative phosphorylation, it is unlikely that Delg mediates the reduction in respiration upon nutrient starvation. Still, we used qPCR to measure *RFeSP* and *Blw* levels in *delg* mutants, grown in normal or low yeast food. As expected from the microarray data, *delg* mutants showed a reduced expression of the two genes when mRNAs were isolated from dissected fat bodies. Importantly, when *delg* mutants were grown under low-yeast food, we detected additive decreases compared to *delg* mutants alone and control animals grown under low-yeast (Fig. 6A). This strongly suggests that factors other than Delg are involved to mediate the nutrient-dependent expression of these genes. To further characterize OXPHOS activity under these conditions, we repeated the respiration assays: Fat bodies from *delg* mutants, grown under low-yeast, showed a very similar drop in state 3 respiration when compared to control animals (Fig. 6B). These data demonstrate that Delg does not mediate the reduction in OXPHOS activity seen under low-yeast conditions.

**Figure 6:**
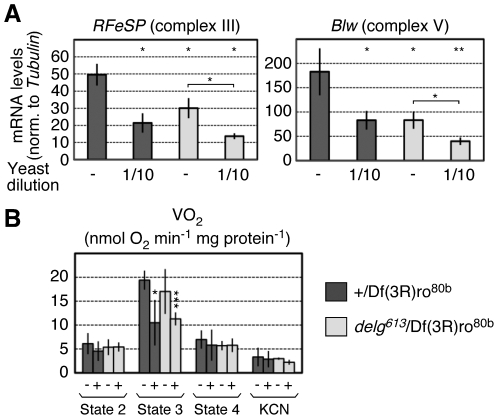
Delg does not mediate the nutrient-specific control of respiration activity. All animals were taken as mid-third instar larvae: control normal food: 4 days AED, control low yeast: 8 days AED, *delg* normal food 6 days AED and *delg* low yeast 10 days AED. Larvae were grown in normal or low yeast food as in Fig. 1. (A) qPCR for *RFeSP* and *Blw* mRNA levels, normalized to *Tubulin* levels. (B) Oxygen consumption assays on digitonin-permeabilized dissected fat bodies as done in Fig. 1D. ‘−’ indicates normal food, ‘+’ indicates low yeast food. In all cases, significance is indicated compared to normal fed control larvae, except in A, where in addition normal vs. low-yeast fed *delg* mutants are compared.

### Delg is required for the control of mitochondrial abundance and glutamine metabolism in response to nutrient starvation

To test whether Delg might mediate the reduction in mitochondrial abundance upon low-yeast starvation, we grew *delg* mutants under low yeast and labeled mitochondria using mitoGFP. Compared to low-yeast controls or normal-fed *delg* mutants, which both showed similar defects in mitochondrial abundance, we did not detect additive defects in mitochondrial abundance (Fig. 7A and B). We conclude that nutrients regulate mitochondrial abundance in a strictly Delg-dependent manner. Next, we measured transcript levels of the enzymes involved in glutamine metabolism. In normal-fed *delg* mutants, *GDH*, *Glutamine synthetase 2* and *Pyrroline-5-carboxylate reductase* levels were reduced to very similar levels compared to normal-fed controls. Importantly, with the exception of GDH, we did not detect additive defects when *delg* mutants were grown under low-yeast conditions (Fig. 7C). Taken together, Delg is critical to adjust to adjust mitochondrial abundance and the expression levels of genes encoding enzymes involved in glutamine metabolism to nutrient availability. This implies a model where Delg coordinates glutamine metabolism to mitochondrial mass.

**Figure 7:**
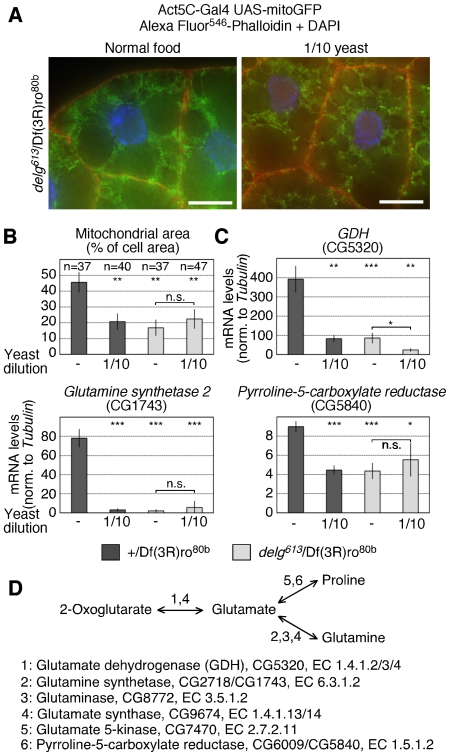
Delg mediates mitochondrial abundance and expression levels of enzymes involved in glutamine metabolism in response to nutrients. For all experiments, fat bodies were dissected from larvae grown as in Figure 6. (A) Alexa Fluor^546^-phalloidin staining of larval fat bodies, expressing UAS-mitoGFP. Shown are *delg* homozygous mutants; the corresponding controls are shown in Fig. 1A. Bar equals 20 µm. (B) Quantification of A. Mitochondrial area per cell was measured as in Fig. 1C. (C) Transcript levels for enzymes involved in glutamine metabolism were measured using qPCR, and normalized to *Tubulin* levels. Significance shown on top compares to normal fed controls, and significance between normal fed and low-yeast fed *delg* mutants is shown below. (D) Schematic representation of glutamine metabolism and the enzymes involved in 2-oxoglutarate, glutamate and proline synthesis.

### Cyclin D/Cdk4 require Delg to drive growth and mitochondrial biogenesis

So far, we demonstrated that Delg mediates a critical link between nutrients and mitochondria. We therefore hypothesized that factors that drive cellular growth in a nutrient-dependent manner could function through Delg. In the larval fat body, only few such factors have been characterized, including the insulin/TOR pathway [24], the transcription factor dMyc [25], and the cyclin-dependent protein kinase complex Cyclin D/Cdk4 [26], [27]. To test whether Delg is functionally linked to any of these pathways, we used gain-of-function to induce overgrowth in clones in a wild type or a *delg* mutant background. Since endoreplication correlates with cell size and thus with cellular growth, we used DAPI stainings to measure overgrowth. As expected, expression of the insulin receptor (INR) was sufficient to stimulate growth. Importantly, this was not significantly changed in *delg* mutants, demonstrating that Delg is not required for INR to stimulate growth (Fig. 8A, left). When dMyc was expressed, the growth-promoting function was partially suppressed (Fig. 8A, middle). Since mammalian Myc is required for mitochondrial biogenesis [28], these data suggest a possible analogues function in *Drosophila*. However, we have shown previously that dMyc overexpression does not drive mitochondrial abundance in *Drosophila*, and that overgrowth driven by dMyc did not depend on mitochondrial activity in the larval fat body [29]. Therefore, we did not further investigate a possible functional link between dMyc and Delg. In contrast, Cyclin D/Cdk4 did require Delg to stimulate overgrowth: Whereas in a control background, ectopic expression of Cyclin D/Cdk4 led to a 2–3 fold increase in nuclear area, this was completely abolished in a *delg* null or hypomorphic mutant background (Fig. 8A, right). Furthermore, using phalloidin stainings to assay cell size, we noted that ectopic expression of Cyclin D/Cdk4 led to larger cells, which again was abolished in the *delg* mutants (data not shown), demonstrating a functional link between Cyclin D/Cdk4 and Delg.

**Figure 8:**
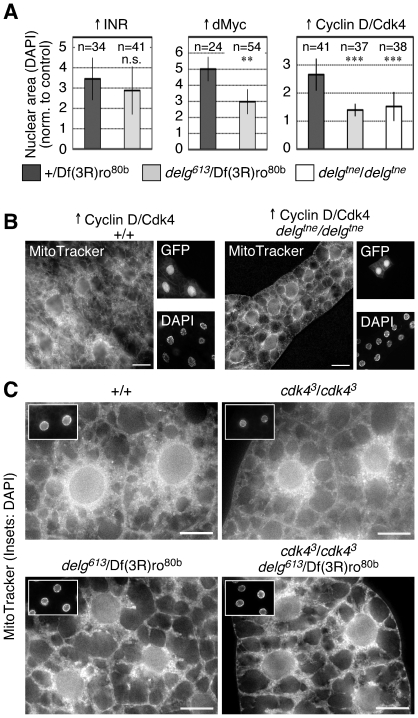
Mitochondrial biogenesis in response to Cyclin D/Cdk4. (A) UAS-INR (left), UAS-dMyc (middle) or UAS-Cyclin D/UAS-Cdk4 (right) were expressed in random clones in the fat body using the hs-Flp/Tubulin>CD2>Gal4 UAS system. Control background: dark grey; 4 days AED, *delg^613^*/Df(3R)ro^80b^ background: light grey; 6 days AED, *delg^tne^*/*delg^tne^* background: white; 6 days AED. Shown are nuclear sizes, based on DAPI stainings, normalized to internal controls (neighboring cells not expressing the growth drivers). (B) Cyclin D/Cdk4 was expressed in the indicated background in random clones marked by GFP as in A. MitoTracker stainings show that Cyclin D/Cdk4 is sufficient to stimulate mitochondrial biogenesis in a control, but not in a *delg* mutant background. (C) MitoTracker stainings from mid-third instar larvae (4 days AED for control and *cdk4*, 6 days AED for *delg* and *delg cdk4* double mutant). Both *cdk4* or *delg* single mutants have reduced mitochondrial abundance. No additive effect is seen in the *cdk4 delg* double mutant. Note that control and *delg* single mutant pictures are identical to the ones shown in Fig. 2B. Bar equals 20 µm.

We have shown previously that ectopic expression of Cyclin D/Cdk4 leads to increased mitochondrial abundance, and increased mitochondrial activity [29]. To test whether Delg is functionally required for Cyclin D/Cdk4's effect on mitochondria, we again used MitoTracker stainings in the larval fat body. As shown in Fig. 8B, ectopic expression of Cyclin D/Cdk4, marked by co-expression of GFP, led to increased stainings, where most of the cytoplasm was filled with mitochondria. This increase was completely abolished in the *delg* mutant background (Fig. 8B). Moreover, overexpression of Cyclin D/Cdk4 led to a strong increase in mitochondrial COX activity [29], which was also suppressed by in the *delg* homozygous mutant background (data not shown). This demonstrates that Delg mediates a link between Cyclin D/Cdk4 and mitochondrial abundance and activity.

### Reduced mitochondrial abundance in *cdk4* mutants

To further characterize Cyclin D/Cdk4's effect on mitochondria, we used previously characterized mutants. Flies lacking Cdk4 are viable, but show reduced growth levels [26]. Using qPCR, we measured mRNA levels from dissected fat bodies of the genes involved in glutamine metabolism. *Glutamate synthase* showed a significant, 3.5-fold decrease in a *cdk4* null mutant background, compared to control (data not shown), suggesting that glutamine metabolism can be affected in response to Cdk4 function. When mitochondria were stained in the larval fat body using MitoTracker, *cdk4* mutants showed reduced mitochondrial abundance, but to a lesser degree than *delg* mutants (Fig. 8C). Thus whereas Cyclin D/Cdk4 gain-of-function is sufficient to stimulate mitochondrial abundance, mutants have reduced mitochondrial mass, at least in the larval fat body. Importantly, the *cdk4 delg* double mutant did not show an additive mitochondrial defect compared to the *delg* single mutant (Fig. 8C). We conclude that Cyclin D/Cdk4 functions through Delg to target mitochondria.

## Discussion

In *Drosophila* as well as other insects, the fat body is the major organ for de novo biosynthesis of fatty acids, leading to the storage of lipids as triacylglycerols. Equally important, the fat body is known to release amino acids, such a glutamine and proline [30], which are synthesized from the mitochondrial metabolite 2-oxoglutarate. Therefore, one would expect that mitochondrial mass and activity are regulated in response to nutrients in the larval fat body. Indeed, we show strong decreases in mitochondrial abundance, respiration activity as well as expression levels of enzymes involved in glutamine and proline metabolism under low-yeast food. Under these feeding conditions, amino acids and fatty acids, which are both provided by yeast, become limited. *Delg* mutants show very similar phenotypes compared to normal fed controls, and do not show additive phenotypes in respect to mitochondrial abundance and amino acid metabolism upon low-yeast food. We therefore propose that Delg functions as a transcription factor to coordinate mitochondrial functions according to nutrient availability. One of these aspects is to adjust the synthesis of non-essential amino acids to the uptake of essential amino acids. In this respect, de novo synthesis of L-glutamine is particularly interesting, as the efflux of its cytoplasmic pool is used, both in mammals and *Drosophila*, for import of essential amino acids [2]. Our model proposes that Delg either directly senses nutrients, most likely amino acids, or is controlled by upstream sensors. Since the nutrient-sensitive Cyclin D/Cdk4 pathway functions through Delg, the latter seems more likely. Given the key role of the fat body in metabolic homeostasis of the whole animal, one might expect that fat body mitochondria be regulated differently from mitochondria in other tissues. Indeed, our phenotypes were specific to the fat body, demonstrating that Delg functions primarily in this tissue to coordinate the different anabolic and catabolic functions of mitochondria.

Mammalian NRF-2 was identified through its binding to the promoters of cytochrome c oxidase (COX) subunits [31], [32], and previously had been purified as GABP [33]. Active NRF-2 is a heterotetramer consisting of two alpha and two beta subunits. The alpha subunits mediate DNA binding, which requires direct GGAA/T repeats in the promoters. Accordingly, electromobility assays as well as luciferase reporter assays have shown that these motifs are functionally important. This is particular well understood for genes encoding electron transport proteins [34], [35], [31], [36], [37], [38], as well as for mitochondrial protein import [39], [40], [41]. Furthermore, direct NRF-2 binding to several promoters was shown by chromatin immunoprecipitation [42], [38]. Thus biochemical evidence links NRF-2/GABP to the transcriptional control of nuclear genes encoding mitochondrial proteins. Accordingly, RNAi studies found reduced expression of several COX subunits in cells having reduced NRF-2α levels, leading to reduced COX activity [43]. Surprisingly, genetic data have not supported the biochemical data: MEFs lacking NRF-2α/GABPα do not have reduced mRNA or protein levels of several putative NRF-2 targets, and mitochondrial phenotypes were not reported [44]. *Drosophila* Delg is the closest fly homologue to mammalian NRF-2α. Two-hybrid data show that Delg can bind to the *Drosophila* NRF-2β homologue CG32343 [45], and preliminary data show that *CG32343* mutants have mitochondrial defects very similar to *delg* mutants (data not shown). Taken together, these data show that Delg functions analogues to mammalian NRF-2α, and our data are the first genetic evidence that links any member of the NRF-2α family to mitochondrial biogenesis.

Of particular interest is the strong reduction in mitochondrial size in the *delg* mutants (Fig. 2E and 2F). This implies that mitochondrial fusion might be defective, and/or that fission occurs at an increased rate. Indeed, based on our microarray data, expression of *Opa1-like* (CG8479), the fly homologue to mammalian fusion protein OPA1 [1], showed a significant, 2-fold reduction in expression in *delg* mutant fat body samples (data not shown). In contrast, fly homologues to mammalian Mitofusins, which are well-established fusion factors (fly homologues *Marf*/*CG3869* and *Fuzzy onions*/*CG4568*), were not differently expressed (data not shown). 

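*Opa1-like*, now named Opa1, had a mean signal of 1690 ± 129 (SD, n = 3) in the *delg* mutant and of 2284 ± 524 (SD, n = 3) in the control. The log2 fold change was -0.41 (standard error 0.21, adjusted p = 0.334 from limma), a fold of 1.33. Its signals were 1839, 1612 and 1618 in the mutant samples and 1849, 2866 and 2137 in the controls. Each mutant sample lay below each control sample. The exact permutation test of 3 samples against 3 gives no p below 0.1, the value of such a separation.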

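Marf, which fuses the outer membranes of mitochondria, had a mean signal of 1247 ± 233 (SD, n = 3) in the *delg* mutant and of 1301 ± 150 (SD, n = 3) in the control, a log2 fold change of -0.07 (standard error 0.20, adjusted p = 0.906 from limma). fzo, known mainly from the male germ line, had signals of 171 ± 133 and 107 ± 46.2 and a log2 fold change of 0.48 (standard error 0.61, adjusted p = 0.754). For both genes the samples of the genotypes overlapped, and the sign of the difference turned in Marf when each array was centred on its median (0.07) and in fzo without mutant replicate 2 (-0.12). Drp1, which acts in mitochondrial fission, had a mean signal of 1024 ± 85.4 in the mutant and of 1602 ± 45.2 in the control (log2 fold change -0.65, standard error 0.17, adjusted p = 0.0618). It fell when adjusted over the list of the 4 fusion and fission genes alone, the only 1 to do so. None of the 4 passed limma's test over all probe sets, and 1 was lower at an unadjusted p under 0.05. Drp1 passed without control replicate 2 (0.0448), and also after quantile normalization, for the brighter probe sets, for the mean of probe sets, with array weights and by the methods' t-test after adjustment. The median of the 4 was -0.24 (camera, adjusted p = 0.305), and -0.11 without control replicate 2.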

More work is required to test whether *delg* mutant have defects in mitochondrial fusion. In addition, when *delg* homozygous mutant clones were induced, we noted a strong reduction in cell size, yet the nuclear size, shown by the DAPI staining, was not changed (Fig. 2G), demonstrating growth defects, This is surprising, since endoreplication, and thus nuclear size, normally correlates with cell size in this tissue. Since mitochondrial biogenesis has been shown to correlate with nuclear DNA synthesis [46], [47], our data suggest that Delg might be involved to link S-phase and potentially cell size to mitochondrial mass. Future work will be required to address this hypothesis.

Genes involved in mitochondrial OXPHOS activity, including *RFeSP* and *Blw*, showed similar reduced expression in the *delg* mutant or under low yeast nutrition. Importantly, we detected additive defects when *delg* mutant were grown under low yeast (Fig. 6A). Moreover, when oxygen consumption was measured in permeabilized fat body tissues, state 3 respirations were strongly affected by low yeast nutrition, yet this was independent of Delg (Fig. 6B). This demonstrates that factors other than Delg must regulate mitochondrial OXPHOS activity in response to nutrients. One candidate is Spargel/CG9809, the fly homologue to mammalian PGC-1 proteins [9], which are transcriptional coactivators that control mitochondrial mass and activity in response to external stimuli [4]. Indeed, we found that Spargel functions in parallel to Delg, and mediates a link between insulin-signalling and the expression of genes encoding mitochondrial proteins (Tiefenböck et al., *under revision*). Therefore, Delg and Spargel mediate two parallel pathways that control mitochondrial mass and OXPHOS activity in response to nutrients.

*Drosophila* Cyclin D/Cdk4 is a cyclin-dependent protein kinase complex, and controls cellular growth levels in addition to regulating cell cycle progression [26], [27], [48]. Importantly for this study, overgrowth induced by ectopic expression of Cyclin D/Cdk4 is insensitive to nutrient conditions [49], demonstrating that the Cyclin D/Cdk4 pathway is nutrient-responsive. We now show that ectopic expression of Cyclin D/Cdk4 in the larval fat body is sufficient to drive mitochondrial abundance in a Delg-dependent manner (Fig. 8B), suggesting a mechanism where Cyclin D/Cdk4 coordinate growth levels and mitochondrial mass. Furthermore, one would expect that the transcriptional activity associated with Delg is regulated in response to Cyclin D/Cdk4. Indeed, using lacZ insertions into the loci of several genes encoding mitochondrial proteins, including *Blw*, clonal expression of Cyclin D/Cdk4 was sufficient to stimulate expression of these genes. However, this effect was restricted to wandering third instar larvae, but was not seen in feeding L1, L2 or L3 larvae (data not shown). Moreover, when larvae were grown under low-yeast conditions, ectopic expression of Cyclin D/Cdk4 led to reduced expression of these genes, again based on lacZ insertions (data not shown). We conclude that Cyclin D/Cdk4 is not a general activator of Delg function, but might mediate a nutrient and/or developmental-dependent control.

In mammals, D-type cyclins bound to Cdk4 or Cdk6 are best characterized for their functions during cell cycle progression, but several reports have shown additional roles, in particular the regulation of multiple transcription factors by direct binding [50]. Importantly for this study, mitochondrial size and activity are regulated in response to mammalian Cyclin D1: Knockdown or knockout of Cyclin D1 leads to larger mitochondria that are more active [51], [52]. Conversely, ectopic expression of Cyclin D1 inhibits mitochondrial activity, a function that requires binding to Cdk4 [52]. Moreover, Cyclin D1 and NRF-1 are functional linked: Cyclin D1 stimulates NRF-1-dependent transcription, the two proteins interact, and a protein kinase associated to immunoprecipitated Cyclin D1 can phosphorylate NRF-1 [52]. This suggests a mechanism where Cyclin D1/Cdk4 inhibit mitochondrial mass and activity through inhibition of NRF-1 function. Thus D-type cyclins bound to Cdk4 have opposite effects on mitochondrial mass in mammals compared to flies, suggesting that different mechanisms have been adopted during evolution to control mitochondria.

## Materials and Methods

### Fly stocks

Following fly lines were used: *delg^613^* and *delg^tne^* [21], UAS-mitoGFP [53], UAS-Cyclin D, UAS-Cdk4 [27], *cycd^1^* [48], *cdk4^3^* [26], hsFlp^122^ Act>CD2>Gal4 UAS-GFP [54], hsFlp^122^ Tubulin>CD2>Gal4 UAS-GFP [55], UAS-INR [56], UAS-dMyc [57]. Df(3R)ro^80b^, FRT82-GFP, Act5C-Gal4 are all from Bloomington Stock Center (Indiana University, USA). For rescue experiments, the Delg coding sequence was cloned into the pTWH vector (HA-tagged; *Drosophila* Gateway Collection, Carnegie Institution of Washington, USA), and transgenic files were obtained using standard procedures. UAS-HA-Delg rescues the lethality of *delg^613^*/Df(3R)ro^80b^ when expressed using hs-Gal4 or CS2-Gal4 (kindly provided by M. Pankratz). CS2-Gal4 is derived from the *ppl* promoter, and is expressed strongly in the larval fat body and weakly in salivary glands, tracheae, gastric cacae and the epidermis.

### Low-yeast fly food

1l of normal food: 100 g yeast, 75 g sugar, 55 g corn, 10 g flour, and 8 g agar. For low yeast food, only 10 g yeast was added. The mixture was boiled, cooled to ∼60°C, and 0.5 g nipagin and 1 g nipasol were added, both dissolved in ethanol. Animals grown on low yeast food are viable and fertile, and show on average a 30% reduction in adult wet weight (data not shown).

### Biochemistry

Quantitative Western Blots were done using the Odyssey Infrared Imagines System (LI-COR Biosciences) using Alexa Fluor^680^ secondary antibodies (Molecular Probes). Anti-Cytochrome c (BD Biosciences) was used at 1/400 and anti Tubulin (Sigma) at 1/4000.

### Microscopy

MitoTracker and COX stainings were preformed as [29]. JC-1 (5 µM; Molecular Probes) or NAO (1 µM; Sigma) were added to unfixed, inverted larvae in PBS, stained for 15 min in the dark, fat bodies were mounted in 80% glycerol and samples were imaged within 2 h. Hoechst^33342^ (Molecular Probes) was used at 0.5 µg/ml. Alexa Fluor^546^-phalloidin (Invitrogen) was added after fixation to inverted larvae at 0.8 U/200 µl in PBS + 0.02% Triton X-100, stained 60 min, washed in PBS/Triton and mounted. Images were acquired on a Deltavision Olympus K70 microscope using a CoolSNAP HQ camera (Photometrics). Serial Z-sections were acquired at 0.2 µm distance and deconvolved using Softworx software (Applied Precision). Shown are projections of three subsequent sections. For electron microscopy, samples were prepared as described in [58], and images were acquired on a FEI Morgagni 268 microscope.

### Respiration

Respiration assays were performed as described in [13]. In brief, fat bodies from 40 larvae were dissected, permeabilized with digitonin (25 µM), and O_2_ concentration was measured using a Clark electrode after serial addition of pyruvate and proline (each at 10 mM; state 2), ADP (2 mM; state 3), and atractyloside (50 µM; state 4). KCN (0.5 mM) was added at the end to measure mitochondrial-independent respiration. O_2_ consumption was normalized to total fat body protein. All chemical were from Sigma.

### Microarray

Fat bodies were dissected and put into RNA later (Roche). To reduce the fat amount, the tissues were lysed in Qiazol lysis buffer (Roche) and a Chloroform extraction was performed. NucleoSpin RNA II (Macherey-Nagel) was used for RNA isolation. Samples were analyzed by the Functional Genomics Center Zurich (FGCZ; http://www.fgcz.ethz.ch) using the Affymetrix GeneChip *Drosophila* Genome 2.0 Array. For the evaluation GeneSpring GX Software (Agilent Technologies) was used. Original data have been deposited at NCBI's Gene Expression Omnibus [59], are MIAME compatible and can be obtained using the series accession number GSE14058.

### Quantitative PCR

For mRNA levels, dissected tissues were put into RNA later (Roche). RNA was isolated using NucleoSpin RNA II (Macherey-Nagel). For cDNA synthesis, Ready-To-Go You-Prime First-Strand beads (GE healthcare) were used. Quantitative real time PCR was performed with the Light Cycler 480 (Roche). Primer sequences can be obtained upon request. In all cases, averages and standard deviations are shown from at least three biological replicates.

### Statistical analysis

In all experiments, significance was determined using the Student's t-distribution (two-tailed; two-sample equal variances). *** equals *P*<0.001; ** equals *P*<0.01; * equals *P*<0.05; ns: not significant.

## Supporting Information

Figure S1 (A) Colocalization of mitoGFP and MitoTracker. UAS-mitoGFP was expressed using Act5C-Gal4, and counterstained using MitoTracker. Shown is a single fat body cell from a wild type larva 4 days after egg deposition. Bar equals 20 µm. (B) Gene expression levels from dissected fat bodies. In all cases, mid-third instar larvae were taken: control normal food: 4 days AED, control low yeast: 8 days AED, delg normal food 6 days AED and delg low yeast 10 days AED. mRNA levels of genes encoding enzymes involved in glutamine metabolism were measured using qPCR, and normalized to Tubulin levels. Significance is indicated: n.s.: no statistical significance, one star: P<0.05, two stars: P<0.01, three stars: P<0.001 (Student's TTEST). Significance compared to normal fed control is shown on top, and significance between delg mutants (normal fed vs. 10% yeast food) is shown below. (C) Schematic representation of enzymes involved in glutamine metabolism.
(3.18 MB TIF)

Figure S2 No defects in mitochondrial morphology and abundance for delg mutants in non-fat body tissues. Anti-cytochrome c antibody stainings (BD Biosciences at 1/400 dilution) in larvae expressing Act5C-Gal4 UAS-mitoGFP, 4 days (delg613/+) or 6 days after egg deposition (delg613/Df(3R)ro80b). For the gut, pictures were taken close to the proventiculus. For salivary glands, pictures were taken close to the distal tip. For tracheae, only the GFP channel is shown, and images was taken from the dorsal trunk close to the posterior spiracles. Bar equals 20 µm.
(4.30 MB TIF)

Table S1 Microarray data show reduced expression of ∼55% of all genes encoding mitochondrial proteins. Fat bodies from wandering heterozygous control animals (+/Df(3R)ro80b) and delg mutants (delg613/Df(3R)ro80b) were dissected, and mRNA levels of all annotated genes were analyzed using the microarray technique (see Materials and Methods). Mitochondrial proteins were clustered as in (Sardiello et al. 2003). Shown are expression levels in the delg mutant, normalized to the expression in control animals. Shown are log2 values of three biological replicates. N/A: Not detected. Reference Sardiello, M., Licciulli, F., Catalano, D., Attimonelli, M., and Caggese, C. 2003. MitoDrome: a database of Drosophila melanogaster nuclear genes encoding proteins targeted to the mitochondrion. Nucleic Acids Res 31(1): 322–324.
(0.34 MB DOC)

## References

[1] Chan DC (2006). Mitochondria: dynamic organelles in disease, aging, and development.. Cell.

[2] Nicklin P, Bergman P, Zhang B, Triantafellow E, Wang H (2009). Bidirectional transport of amino acids regulates mTOR and autophagy.. Cell.

[3] DeBerardinis RJ, Lum JJ, Hatzivassiliou G, Thompson CB (2008). The biology of cancer: metabolic reprogramming fuels cell growth and proliferation.. Cell Metab.

[4] Scarpulla RC (2008). Transcriptional paradigms in mammalian mitochondrial biogenesis and function.. Physiol Rev.

[5] White KP, Rifkin SA, Hurban P, Hogness DS (1999). Microarray analysis of Drosophila development during metamorphosis.. Science.

[6] Arbeitman MN, Furlong EE, Imam F, Johnson E, Null BH (2002). Gene expression during the life cycle of Drosophila melanogaster.. Science.

[7] Zinke I, Schutz CS, Katzenberger JD, Bauer M, Pankratz MJ (2002). Nutrient control of gene expression in Drosophila: microarray analysis of starvation and sugar-dependent response.. EMBO J.

[8] Teleman AA, Hietakangas V, Sayadian AC, Cohen SM (2008). Nutritional control of protein biosynthetic capacity by insulin via Myc in Drosophila.. Cell Metab.

[9] Gershman B, Puig O, Hang L, Peitzsch RM, Tatar M (2007). High-resolution dynamics of the transcriptional response to nutrition in Drosophila: a key role for dFOXO.. Physiol Genomics.

[10] Puig O, Tjian R (2006). Nutrient availability and growth: regulation of insulin signaling by dFOXO/FOXO1.. Cell Cycle.

[11] Baker KD, Thummel CS (2007). Diabetic larvae and obese flies-emerging studies of metabolism in Drosophila.. Cell Metab.

[12] Colombani J, Raisin S, Pantalacci S, Radimerski T, Montagne J (2003). A nutrient sensor mechanism controls Drosophila growth.. Cell.

[13] Kuznetsov AV, Veksler V, Gellerich FN, Saks V, Margreiter R (2008). Analysis of mitochondrial function in situ in permeabilized muscle fibers, tissues and cells.. Nat Protoc.

[14] Kelly DP, Scarpulla RC (2004). Transcriptional regulatory circuits controlling mitochondrial biogenesis and function.. Genes Dev.

[15] Koushika SP, Soller M, DeSimone SM, Daub DM, White K (1999). Differential and inefficient splicing of a broadly expressed Drosophila erect wing transcript results in tissue-specific enrichment of the vital EWG protein isoform.. Mol Cell Biol.

[16] Rosmarin AG, Resendes KK, Yang Z, McMillan JN, Fleming SL (2004). GA-binding protein transcription factor: a review of GABP as an integrator of intracellular signaling and protein-protein interactions.. Blood Cells Mol Dis.

[17] The SM, Xie X, Smyth F, Papas TS, Watson DK (1992). Molecular characterization and structural organization of D-elg, an ets proto-oncogene-related gene of Drosophila.. Oncogene.

[18] Batchelor AH, Piper DE, de la Brousse FC, McKnight SL, Wolberger C (1998). The structure of GABPalpha/beta: an ETS domain- ankyrin repeat heterodimer bound to DNA.. Science.

[19] Pribyl LJ, Watson DK, Schulz RA, Papas TS (1991). D-elg, a member of the Drosophila ets gene family: sequence, expression and evolutionary comparison.. Oncogene.

[20] Chen T, Bunting M, Karim FD, Thummel CS (1992). Isolation and characterization of five Drosophila genes that encode an ets-related DNA binding domain.. Dev Biol.

[21] Schulz RA, Hogue DA, The SM (1993). Characterization of lethal alleles of D-elg, an ets proto-oncogene related gene with multiple functions in Drosophila development.. Oncogene.

[22] Schulz RA, The SM, Hogue DA, Galewsky S, Guo Q (1993). Ets oncogene-related gene Elg functions in Drosophila oogenesis.. Proc Natl Acad Sci U S A.

[23] Gajewski KM, Schulz RA (1995). Requirement of the ETS domain transcription factor D-ELG for egg chamber patterning and development during Drosophila oogenesis.. Oncogene.

[24] Grewal SS (2008). Insulin/TOR signaling in growth and homeostasis: A view from the fly world.. Int J Biochem Cell Biol.

[25] de la Cova C, Johnston LA (2006). Myc in model organisms: a view from the flyroom.. Semin Cancer Biol.

[26] Meyer CA, Jacobs HW, Datar SA, Du W, Edgar BA (2000). Drosophila Cdk4 is required for normal growth and is dispensable for cell cycle progression.. Embo J.

[27] Datar SA, Jacobs HW, de la Cruz AF, Lehner CF, Edgar BA (2000). The Drosophila cyclin D-Cdk4 complex promotes cellular growth.. Embo J.

[28] Li F, Wang Y, Zeller KI, Potter JJ, Wonsey DR (2005). Myc stimulates nuclearly encoded mitochondrial genes and mitochondrial biogenesis.. Mol Cell Biol.

[29] Frei C, Galloni M, Hafen E, Edgar BA (2005). The Drosophila mitochondrial ribosomal protein mRpL12 is required for Cyclin D/Cdk4-driven growth.. Embo J.

[30] Candy DJ, Becker A, Wegener G (1997). Coordination and integration of metabolism in insect flight. Comp. Biochem.. Physiol.

[31] Virbasius JV, Virbasius CA, Scarpulla RC (1993). Identity of GABP with NRF-2, a multisubunit activator of cytochrome oxidase expression, reveals a cellular role for an ETS domain activator of viral promoters.. Genes Dev.

[32] Gugneja S, Virbasius JV, Scarpulla RC (1995). Four structurally distinct, non-DNA-binding subunits of human nuclear respiratory factor 2 share a conserved transcriptional activation domain.. Mol Cell Biol.

[33] LaMarco KL, McKnight SL (1989). Purification of a set of cellular polypeptides that bind to the purine-rich cis-regulatory element of herpes simplex virus immediate early genes.. Genes Dev.

[34] Virbasius JV, Scarpulla RC (1991). Transcriptional activation through ETS domain binding sites in the cytochrome c oxidase subunit IV gene.. Mol Cell Biol.

[35] Carter RS, Bhat NK, Basu A, Avadhani NG (1992). The basal promoter elements of murine cytochrome c oxidase subunit IV gene consist of tandemly duplicated ets motifs that bind to GABP-related transcription factors.. J Biol Chem.

[36] Villena JA, Vinas O, Mampel T, Iglesias R, Giralt M (1998). Regulation of mitochondrial biogenesis in brown adipose tissue: nuclear respiratory factor-2/GA-binding protein is responsible for the transcriptional regulation of the gene for the mitochondrial ATP synthase beta subunit.. Biochem J.

[37] Ongwijitwat S, Wong-Riley MT (2004). Functional analysis of the rat cytochrome c oxidase subunit 6A1 promoter in primary neurons.. Gene.

[38] Ongwijitwat S, Wong-Riley MT (2005). Is nuclear respiratory factor 2 a master transcriptional coordinator for all ten nuclear-encoded cytochrome c oxidase subunits in neurons?. Gene.

[39] Blesa JR, Hernandez JM, Hernandez-Yago J (2004). NRF-2 transcription factor is essential in promoting human Tomm70 gene expression.. Mitochondrion.

[40] Blesa JR, Hernandez-Yago J (2006). Distinct functional contributions of 2 GABP-NRF-2 recognition sites within the context of the human TOMM70 promoter.. Biochem Cell Biol.

[41] Blesa JR, Prieto-Ruiz JA, Hernandez JM, Hernandez-Yago J (2007). NRF-2 transcription factor is required for human TOMM20 gene expression.. Gene.

[42] Gleyzer N, Vercauteren K, Scarpulla RC (2005). Control of mitochondrial transcription specificity factors (TFB1M and TFB2M) by nuclear respiratory factors (NRF-1 and NRF-2) and PGC-1 family coactivators.. Mol Cell Biol.

[43] Ongwijitwat S, Liang HL, Graboyes EM, Wong-Riley MT (2006). Nuclear respiratory factor 2 senses changing cellular energy demands and its silencing down-regulates cytochrome oxidase and other target gene mRNAs.. Gene.

[44] Yang ZF, Mott S, Rosmarin AG (2007). The Ets transcription factor GABP is required for cell-cycle progression.. Nat Cell Biol.

[45] Giot L, Bader JS, Brouwer C, Chaudhuri A, Kuang B (2003). A protein interaction map of Drosophila melanogaster.. Science.

[46] Martinez-Diez M, Santamaria G, Ortega AD, Cuezva JM (2006). Biogenesis and dynamics of mitochondria during the cell cycle: significance of 3′UTRs.. PLoS One.

[47] Schieke SM, McCoy JP,, Finkel T (2008). Coordination of mitochondrial bioenergetics with G1 phase cell cycle progression.. Cell Cycle.

[48] Emmerich J, Meyer CA, de la Cruz AF, Edgar BA, Lehner CF (2004). Cyclin d does not provide essential cdk4-independent functions in Drosophila.. Genetics.

[49] Datar SA, Galloni M, de la Cruz A, Marti M, Edgar BA (2006). Mammalian cyclin D1/Cdk4 complexes induce cell growth in Drosophila.. Cell Cycle.

[50] Coqueret O (2002). Linking cyclins to transcriptional control.. Gene.

[51] Sakamaki T, Casimiro MC, Ju X, Quong AA, Katiyar S (2006). Cyclin D1 determines mitochondrial function in vivo.. Mol Cell Biol.

[52] Wang C, Li Z, Lu Y, Du R, Katiyar S (2006). Cyclin D1 repression of nuclear respiratory factor 1 integrates nuclear DNA synthesis and mitochondrial function.. Proc Natl Acad Sci U S A.

[53] Guo X, Macleod GT, Wellington A, Hu F, Panchumarthi S (2005). The GTPase dMiro is required for axonal transport of mitochondria to Drosophila synapses.. Neuron.

[54] Neufeld TP, de la Cruz AF, Johnston LA, Edgar BA (1998). Coordination of growth and cell division in the Drosophila wing.. Cell.

[55] Scott RC, Schuldiner O, Neufeld TP (2004). Role and regulation of starvation-induced autophagy in the Drosophila fat body.. Dev Cell.

[56] Brogiolo W, Stocker H, Ikeya T, Rintelen F, Fernandez R (2001). An evolutionarily conserved function of the Drosophila insulin receptor and insulin-like peptides in growth control.. Curr Biol.

[57] Schreiber-Agus N, Stein D, Chen K, Goltz JS, Stevens L (1997). Drosophila Myc is oncogenic in mammalian cells and plays a role in the diminutive phenotype.. Proc Natl Acad Sci U S A.

[58] Rusten TE, Lindmo K, Juhasz G, Sass M, Seglen PO (2004). Programmed autophagy in the Drosophila fat body is induced by ecdysone through regulation of the PI3K pathway.. Dev Cell.

[59] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository.. Nucleic Acids Res.

# Supplementary material for: Nutrition Controls Mitochondrial Biogenesis in the Drosophila Adipose Tissue through Delg and Cyclin D/Cdk4
**Source:** PLoS One. 2009 Sep 9;4(9):e6935. doi: 10.1371/journal.pone.0006935
**Supplement:** Table S1 — Microarray data show reduced expression of ∼55% of all genes encoding mitochondrial proteins. Fat bodies from wandering heterozygous control animals (+/Df(3R)ro80b) and delg mutants (delg613/Df(3R)ro80b) were dissected, and mRNA levels of all annotated genes were analyzed using the microarray technique (see Materials and Methods). Mitochondrial proteins were clustered as in (Sardiello et al. 2003). Shown are expression levels in the delg mutant, normalized to the expression in control animals. Shown are log2 values of three biological replicates. N/A: Not detected. Reference Sardiello, M., Licciulli, F., Catalano, D., Attimonelli, M., and Caggese, C. 2003. MitoDrome: a database of Drosophila melanogaster nuclear genes encoding proteins targeted to the mitochondrion. Nucleic Acids Res 31(1): 322–324. (0.34 MB DOC)

Table S1. Microarray data show reduced expression of ~55% of all genes encoding mitochondrial proteins. Fat bodies from wandering heterozygous control animals (+/Df(3R)ro80b) and *delg* mutants (*delg613*/Df(3R)ro80b) were dissected, and mRNA levels of all annotated genes were analyzed using the microarray technique (see Materials and Methods). Mitochondrial proteins were clustered as in (Sardiello et al. 2003). Shown are expression levels in the *delg* mutant, normalized to the expression in control animals. Shown are log2 values of three biological replicates. N/A: Not detected.

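Table S1 groups genes by the function of their protein in the mitochondrion. The table has 313 entries with 291 names, some of them in several groups, and marks 77 entries as not detected; the files used here carry no detection calls, so that every named probe set was analysed. Of 17 genes of mitochondrial protein synthesis none passed limma's test over all probe sets or over the list alone and 1 was lower at an unadjusted p under 0.05, mIF2, a translation initiation factor (log2 fold change -0.84, standard error 0.36, adjusted p = 0.251; a second probe set -0.13). The group had a median of -0.50 (camera, adjusted p = 0.0449; adjusted p = 0.628 with an estimated correlation), a call lost without mutant replicate 2 (0.106), mutant replicate 3 (0.0582) or control replicate 2 (0.716), where the median was -0.14. It was also lost after centring (0.0782), for the brighter probe sets (0.0712), for the mean of probe sets (0.0576), without trend (0.0596) and with array weights (0.249). Of 20 genes of protein import 1 rose, the metaxin gene CG9393, and none fell (the same numbers when adjusted over the list alone). The median was -0.27 (camera, adjusted p = 0.367), -0.12 after centring and -0.50 for the brighter probe sets. Of 13 genes of protein folding none passed over all probe sets or over the list alone and 2 were lower at an unadjusted p under 0.05. The median was -0.29 (camera, adjusted p = 0.218), -0.06 without mutant replicate 1 and -0.52 without mutant replicate 2, and Hsp68, a heat shock protein, stood at -1.11 (standard error 0.31, adjusted p = 0.0724).

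Of 6 genes of DNA and RNA upkeep none passed, also at an unadjusted p under 0.05 and when adjusted over the list alone, and PolrMT, the mitochondrial RNA polymerase, stood at -0.71 (standard error 0.40, adjusted p = 0.401). Of 7 genes of proteolysis none passed over all probe sets and 1 was higher when adjusted over the list alone, ClpX, a subunit of the Clp protease (0.70, standard error 0.20, adjusted p = 0.0750). The medians of these groups were -0.12 and -0.13 (camera, adjusted p = 0.935 for both), and centring each array on its median turned them to 0.02 and 0.02. The median of DNA and RNA upkeep was 0.31 without control replicate 2 and -0.29 without control replicate 1, and that of proteolysis -0.085 and -0.22. Of 7 genes of cell rescue and cell death 1 fell, Prx3 (2 when adjusted over the list alone), a call lost without any mutant sample or control replicate 3. Without control replicate 1 or 2, or after quantile normalization, 2 of these genes fell. The median was -0.16 (camera, adjusted p = 0.218), -0.01 after centring and -0.26 without control replicate 2. Of 3 genes of nucleotide metabolism 1 fell, Ak3 (1 when adjusted over the list alone), a call lost in the same cases. The median was -0.50 (camera, adjusted p = 0.121), -0.07 without control replicate 2 and -0.79 without control replicate 1. Of 5 genes of cofactors and vitamins none passed over all probe sets and 1 fell when adjusted over the list alone. The median was -0.54 (camera, adjusted p = 0.116), and Ppox of heme synthesis stood at -0.82 (standard error 0.23, adjusted p = 0.0775). The 2 genes of sulfur metabolism, of which none passed over all probe sets and 1 was higher and 1 lower when adjusted over the list alone, included Nfs1, a cysteine desulfurase (0.63, standard error 0.19, adjusted p = 0.105). The 5 genes placed under others, of which none passed over all probe sets or over the list alone and 1 was higher and 1 lower at an unadjusted p under 0.05, had a median of -0.00075 (camera, adjusted p = 0.935), -0.70 without control replicate 2 and 0.41 without control replicate 3, and included the uncoupling protein gene Ucp4A (-1.02, standard error 0.31, adjusted p = 0.102).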

**Reference**

Sardiello, M., Licciulli, F., Catalano, D., Attimonelli, M., and Caggese, C. 2003. MitoDrome: a database of Drosophila melanogaster nuclear genes encoding proteins targeted to the mitochondrion*. Nucleic Acids R*e**s** 31(1): 322-324.

How the deposited data were processed for this re-analysis (not part of the article)

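The data are 6 expression arrays of larval fat body, 3 from *delg613*/Df(3R)ro 80b larvae and 3 from +/Df(3R)ro 80b larvae, with 1 biological sample on each array. The paper does not give the number of larvae in a sample. All 6 arrays were used, in 1 comparison of mutant against control. Replicate numbers were not taken as pairs, since the same-numbered samples did not go together in their residuals. The labels give 6 days as the age of every sample, while the paper gives late L3 larvae in Fig. 4 and wandering larvae in Table S1.

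The authors hybridised labelled RNA to Affymetrix arrays for *Drosophila* genes, and the deposited intensities are linear MAS5 signals made with GCOS 1.4 according to the submitters' processing notes. On every array the mean of the signals, with 2% trimmed from each end, is 500, which was checked on the files. The paper names GeneSpring GX for the later evaluation, without settings, and a t-test for comparisons, called the methods' t-test here. The files hold no detection calls, so that the entries that Table S1 marks as not detected were not left out.

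From these signals, log2 values were computed with no added constant, no filter and no further normalization. Of 18952 probe sets, 183 Affymetrix control probe sets were left out and 18769 tested. Gene names came from the array annotation, updated by Entrez number through a gene table of the assembly Release 6 plus ISO1 MT, from which names alone were taken. A total of 13647 probe sets have 1 symbol (13544 matched by Entrez number, 103 by their own symbol), 402 have several and 4720 have none. Genes without a named probe set were not analysed by name, among them Spargel, dMyc, pnt, Eip74EF, Eip75B and 41 names of Table S1, with Cyt-c-p, named in the paper's text, among the latter. A gene was represented by its probe set with the highest mean log2 signal. One symbol of Table S1 now belongs to a gene whose description differs from that in the table, and it was matched by symbol all the same. The number CG3057, written down for Lsd-2 in the list of lipid synthesis, belongs to colt, which was therefore measured in its place.

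Mutant and control were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), with Benjamini-Hochberg adjustment over all probe sets tested and a threshold of 0.05. Gene lists were compared with the other genes by camera with a preset correlation of 0.01, adjusted over 40 lists, and again with an estimated correlation, and Table S1 also with fry. The lists are the groups of Table S1 and lists written before the data were examined: glutamate, glutamine and proline enzymes, homologues and candidate regulators named in the paper, fusion and fission, mitochondrial and cytosolic ribosomal proteins, ribosome biogenesis, endoplasmic reticulum, Golgi apparatus, glycolysis, lipid synthesis, one-carbon metabolism, fasting response, ecdysone response, storage proteins, immune genes, heat shock and detoxification, proteasome, vacuolar ATPase, autophagy, peroxisome biogenesis and genes of the mitochondrial genome, of which none has a named probe set. Markers of salivary gland, midgut, muscle, hemocytes, epidermis, testis, nervous system and imaginal discs were adjusted among themselves.

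The text names, by a rule set at the same time, each gene the paper names that has a named probe set, the 12 largest rises and 12 largest falls past the threshold with no overlap of the groups, and up to 2 genes per list and direction past the threshold, or the one with the smallest p. The values of Table S1 had been seen by then.

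The alternatives were centring each array on its median, quantile normalization, adding 100 before the log, keeping the brighter part of the probe sets, a replicate block, the mean of a gene's probe sets, leaving out each array, limma without trend, array weights, a fold threshold of 2, an estimated correlation and the methods' t-test with and without adjustment. The closing section gives their effect.

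The procedure was tested on simulated data with the spread of these arrays, in 5 simulations of 18769 probe sets with 200 of them changed. It recovered 0.896% of probe sets changed by a log2 of 1, 20.6% of those changed by 2 and 32.4% of those changed by 3, and 10 of 189 calls (5.29%) were unchanged probe sets. A list of 250 probe sets lowered by 0.5 passed the set test in 5 of 5 simulations and an unchanged list in 0. Each probe set was drawn independently of the others, so that the simulation does not show how the set test behaves where genes are correlated.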

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

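The tests on larval stage and on salivary gland tissue were chosen after the results were seen; those on signal level, on control replicate 2 and on other splits of the samples were set before. In the mutant, 5 lists stood higher than other genes with the preset correlation and 0 with an estimated one. Their median log2 fold changes were 1.19 for the ecdysone response, 0.83 for immune genes, 0.44 for homologues of NRF-2 and candidate regulators, 0.37 for autophagy and 0.27 for one-carbon and serine metabolism. With 100 added to the signals the medians were 0.46, 0.38, 0.18, 0.27 and 0.22. What drew attention to them was a signal in genes that the paper does not discuss from these arrays, apart from Nmdmc and Shmt of the last list, which stand in Table S1. Their tests are given under the other observations.

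Table S1 genes were lower in the mutant, with a median log2 fold change of -0.55. Of 10000 random lists matched on mean signal, 0 had a median as low, where the smallest share they can give is 0.01%, and the lowest was -0.26, which argues against a trend of the fold change with signal level. Without control replicate 2 the median was -0.37, which argues against that array as the whole cause. The paper cites earlier work in which genes encoding mitochondrial proteins go down strongly once larvae stop feeding. A later larval stage of the mutant larvae stays open, since the ecdysone list had a median of 1.19 and Table S1 genes were also lower in control replicates 1 and 3 than in control replicate 2 (median -0.69). Glue gene signal does not decide it. The condition, at least 2 control arrays 4-fold below every mutant array, was written after the results were seen, and 1 array met it. Outside control replicate 2, Sgs4 already ranged from 58370 to 78371. The highest signal of any array was 89161, which leaves little room for a difference between later stages. The age in the labels goes the other way. The paper's mid-L3 larvae are 4 days old in controls and 6 days in mutants, so that at the 6 days of the labels mutants would be the younger in stage. That age is in doubt for the controls, since the dissection text in the labels calls all larvae mutant. Stage and genotype cannot be told apart here, because no record gives the stage of single samples, and an effect of the loss of *delg* itself stays open beside it.

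Control replicate 2 had far lower glue gene signals than the other samples. The salivary gland genes ng1, ng2 and ng3 were present in it, with a median log2 ratio of 1.15 to the lower of the other controls, which argues against salivary gland tissue missing from that sample. All 3 were lower in each mutant sample than in each control (log2 fold changes -2.74, -1.76 and -1.03). None passed limma's test (adjusted p = 0.0516, 0.143 and 0.132), and whether stage accounts for this was not tested. Fbp1, a gene of the fat body itself, had a log2 ratio of -5.70, which is consistent with an earlier larval stage of that sample. No other record of the stage of single samples was found in the labels.

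The 6 arrays make 10 splits into groups of 3, too few for a share under 0.05, and in each of the following results 1 of the 10 splits, the real one, gave a result as large as the real one. The real split called 982 genes and the highest of the others 0, and for Table S1 genes the counts were 20 and 0. For the set test of Table S1 the real -log10 p was 8.35 and the highest other 7.74, and for gene lists past the threshold the counts were 22 and 15. Set tests with the preset correlation thus also pass where the genotypes are mixed, and do not by themselves tie a result to genotype.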

How the results depend on the processing

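All alternatives were set before the data were examined, and where no cause is given the cause was not tested. A total of 533 genes were higher and 449 lower. A replicate block gave 338 and 215. The same-numbered samples did not go together in their residuals (correlations -0.10, -0.18 and -0.13), which does not settle whether they were collected together. The methods' t-test gave 137 and 107 after adjustment and 1227 and 1250 at P under 0.05, limma without trend 106 and 57, and array weights 852 and 857. Centring each array on its median gave 686 higher and 287 lower genes, with a median of all genes of 0.06. Leaving out 1 array gave 178 to 715 higher and 122 to 633 lower genes; fewer samples leave less precision, but without control replicate 2 the counts were highest. Of the 982 calls, 544 were shared with the block, 217 with the adjusted t-test, 156 without trend and 298 without mutant replicate 3.

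Of the Table S1 genes 17 were lower and 3 higher. The lower count was 6 after centring, 26 after quantile normalization and 8 with the block. For lower and higher genes, the adjusted t-test gave 2 and 1, limma without trend 0 and 1, array weights 48 and 5, and the t-test at P under 0.05 46 and 6. Leaving out 1 array gave 2 to 37 lower and 2 to 6 higher. The share at least 1.5-fold lower was 46.4%, and 20% at a fold threshold of 2, which asks for a larger fall.

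With an estimated correlation the Table S1 set test gave p = 0.177 and 0 lists passed, with adjusted p of 0.491 for cytosolic ribosomal proteins and 0.117 for both the endoplasmic reticulum and the Golgi apparatus. Under all other alternatives run, these 3 lists and the Table S1 set stayed past the threshold, and the Table S1 median lay between -0.67 and -0.37.

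Some lists turned in direction. With 1 array left out, adjusted p ranged from 7.88e-06 to 0.458 for mitochondrial ribosomal proteins, 0.0159 to 0.790 for ribosome biogenesis, 0.259 to 0.995 for the fasting response, 0.335 to 0.924 for DNA and RNA, 0.560 to 0.993 for proteolysis and 0.718 to 0.933 for the others of Table S1. With array weights it was 0.301 for ribosome biogenesis, 0.626 for DNA and RNA, 0.697 for proteolysis and 0.849 for the others. Centring gave 0.845 for proteolysis, and for the others adding 100 gave 0.942 and the mean of probe sets 0.760.

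Genes without a call turned as well. With 1 array left out, log2 fold changes ranged from -0.32 to 0.22 for Ets21C, -1.08 to 0.60 for Ets96B, -0.025 to 0.32 for Atac3, -0.22 to 0.032 for Marf, -0.12 to 0.97 for fzo and -0.13 to 0.061 for P5cr-2. Array weights gave -0.11 for Ets21C and -0.10 for Atac3, and centring 0.073 for Marf and 0.091 for P5cr-2. Over all alternatives, values of named genes kept direction and side of the threshold in 1251 cases, lost the call in 262, gained one in 47 and turned in 15, and those of lists in 482, 55, 1 and 17. Signal level limits the size of folds: adding 100 to the signals, which weakens the folds of dim genes, took the median of the ecdysone list from 1.19 to 0.46.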

Differences from the paper's values

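Beside each pair of values stand the alternatives, set before the data were examined, under which the difference falls away; under the other alternatives it remains. A log2 ratio is taken to differ where the signs differ or the gap exceeds the SD of the log2 signals within the groups, which varies from gene to gene. A fold or a share is taken to differ where one value is more than 1.5 times the other, for the fold also by more than its SD over pairs of arrays. For Opa1 the paper gives a fold of 2 and the arrays gave 1.33, with no difference after quantile normalization (1.37) and without mutant replicate 1 (1.39), control replicate 1 (1.47) or control replicate 3 (1.36). The paper calls this reduction significant, and here the adjusted p was 0.334 from limma and P = 0.103 by the methods' t-test.

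Of 191 genes of Table S1 with a value in the paper and here, 17 differed (8.90%), 8 of them in sign. The correlation over all was 0.961 and the median absolute difference 0.09. The paper's log2 ratio for ND-ASHI is -0.1674, here -1.05 (no difference without control replicate 2). For Cox17 the paper gives 0.1612, here -0.048 (no difference after centring each array or without mutant replicate 2, control replicate 2 or control replicate 3). For Scsalpha1 the paper gives 0.2876, here 0.17 (none after centring or without mutant replicate 1, mutant replicate 3 or control replicate 1).

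In amino acid and lipid metabolism, the paper's value for CG6415 is -0.4085, here -0.59 (none after centring, quantile normalization or adding 100, or without mutant replicate 1 or control replicate 2). For ppl it is 0.2891, here 0.18 (none after centring). For Ssadh it is -0.3416, here -0.61 (none after centring or without control replicate 1). Amacr has -0.05688 in the paper, here 0.086 (none without control replicate 2). CG9577 has 0.3199 in the paper, here -0.0076 (none after centring, quantile normalization or without mutant replicate 1, control replicate 1 or control replicate 3). CG4594 has -0.4567 in the paper, here -0.17 (none after quantile normalization or without mutant replicate 1 or control replicate 2).

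In the groups for protein synthesis, folding and import, the paper's value for tko is -0.403, here 0.16 (none without control replicate 1). For CG11267 it is 0.1119, here -0.0014 (none after centring or without mutant replicate 2 or control replicate 2). For Hsp60B it is 0.1648, here -0.14 (none after centring or without mutant replicate 1 or control replicate 3). Hsc70-4 has 0.3828 in the paper, here 0.13 (none after centring or quantile normalization). Tim9a has -0.1463 in the paper, here -0.59 (none after centring, adding 100 or without mutant replicate 2 or control replicate 2).

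CG1824 has -0.516 in the paper, here -1.07 (none after centring, adding 100 or without mutant replicate 1, control replicate 2 or control replicate 3). CG8517 has -0.1935 in the paper, here 0.064 (none without mutant replicate 2, mutant replicate 3 or control replicate 2). CG3719 has -0.0881 in the paper, here 0.13 (none without control replicate 1).

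Some entries of the paper's table lie outside what a log2 ratio can hold. They are -1103 for CG5028 (here Idh3g, -1.01), -1409 for CG6543 (here Echs1, -1.60), -1041 for Hsp68 (here -1.11) and -1074 for Adk2, which has no named probe set here. Read with a decimal point after the leading digit, the entries for CG5028, CG6543 and Hsp68 differ from the values here by less than the SD within the groups, and another entry of the table gives CG6543 the value so read.

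The share of Table S1 genes at least 1.5-fold lower is 55% in the paper and 46.4% here, which is no difference by the rule above. The share was 56% without control replicate 1. By the same rule it did differ from the paper's after centring (36%) and without control replicate 2 (34.4%). The sets of genes differ, since the share here covers all 250 genes with a probe set and Table S1 marks some entries as not detected. Over the genes with a value in Table S1 it was 50.3%, and from the ratio of mean linear signals 51.2%.

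Fig. 4 is labelled with the mutant on the horizontal axis and the control on the vertical axis and shows the mitochondrial genes below the diagonal, the opposite of the text, and in the arrays as labelled 210 of 250 of these genes lie below 0.

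By quantitative PCR on mid-L3 larvae the paper finds transcripts of Gdh, Gs2 and pyrroline-5-carboxylate reductase lower in the mutant on normal food. The arrays are from late L3 or wandering larvae. There Gs2 rose by 3.05 (adjusted p = 0.00381 from limma), in the opposite direction, and by 2.72 to 3.54 with any 1 sample left out. Gdh fell by 1.42 (adjusted p = 0.00645), in the same direction. P5cr (-0.23, adjusted p = 0.671) and P5cr-2 (-0.05, adjusted p = 0.934) lay below 0 without passing the test. The paper also finds Ets96B higher in the mutant fat body at that earlier stage, and the arrays gave -0.24 (adjusted p = 0.934), 0.13 without mutant replicate 2 and 0.60 without control replicate 3. Its mean signals, 32.4 in the mutant and 54.1 in the control, lay below the median of every array, so that this probe set does not decide the question. For RFeSP and blw, which the paper finds lower by the same method, the arrays gave -1.23 and -1.31.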

Other observations

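No hypothesis is tested in this part. The lists below lie mostly outside the genes of Table S1; Nmdmc, Shmt, Gdh, P5CS, Hsp68, Pepck1, colt and mino stand in both. Of 20 genes of the ecdysone response, the steroid signal that ends larval life, 7 rose at an adjusted p under 0.05 from limma (8 rose and 2 fell when adjusted over the list alone). The median log2 fold change was 1.19 (camera, adjusted p = 6.92e-05; adjusted p = 0.117 with an estimated correlation), and 0.46 with 100 added to the signals. The largest rises were those of the nuclear receptor genes Eip78C, from 27.1 ± 16.1 (SD, n = 3) to 2617 ± 140 (SD, n = 3), and Hr4, from 17.4 ± 21.9 to 683 ± 186 in 1 of its 3 probe sets, the other 2 not passing. The call of Hr4 was lost without mutant replicate 3 (0.0580), where 4 genes of the list rose.

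The fat body stores sugar and fat. Of 18 genes of glycolysis, glycogen and trehalose all lay below 0 and 7 fell (14 when adjusted over the list alone). The median was -0.91 (camera, adjusted p = 8.83e-08; 0.342 with an estimated correlation). The largest falls were those of Gpdh1, glycerol-3-phosphate dehydrogenase (-2.09, standard error 0.30, adjusted p = 0.00642 from limma), and Pgm1, phosphoglucomutase (-1.40, adjusted p = 0.0149). Of 14 genes of lipid synthesis and storage 4 fell (9 when adjusted over the list alone), and the median was -0.91 (camera, adjusted p = 1.16e-04; 0.342 with an estimated correlation). Those that fell were mdy, which makes triglycerides (-2.07, standard error 0.19, adjusted p = 8.46e-04), bgm, an acyl-CoA synthetase (-2.06, adjusted p = 0.0353), and, named after their values were seen, Men and AcCoAS. The call of Pgm1 was lost without mutant replicate 1 or 3 or control replicate 3 (up to 0.0874) and that of bgm without any mutant sample or control replicate 3 (up to 0.153). In the glycolysis list 1 gene fell without mutant replicate 1 or 3 or control replicate 3, and 4 without mutant replicate 2. In the lipid list 2 fell without any mutant sample or control replicate 3, and 7 without control replicate 1 or 2.

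Of 20 autophagy genes 2 rose (5 when adjusted over the list alone), Atg7 by 3.26 (adjusted p = 0.00159 from limma) and Atg2 by 1.63 (adjusted p = 0.00454). The median was 0.37 (camera, adjusted p = 8.98e-04; 0.491 with an estimated correlation), and 6 rose without control replicate 1 and 4 without control replicate 2. Of 15 immune genes 2 rose (4 when adjusted over the list alone), the antifungal peptide gene Drs by 4.30 (adjusted p = 0.0164) and PGRP-SB1, a peptidoglycan recognition protein, by 1.36 (adjusted p = 0.0328). The median was 0.83 (camera, adjusted p = 0.0204; 0.342 with an estimated correlation), 0.38 with 100 added and 0.52 without control replicate 3. Blood cells also express immune genes, and the hemocyte markers given below stood higher too as a list, with a median of 1.47. The immune list lost its call without control replicate 3 (0.0713) and for the brighter probe sets (0.0800), and both genes lost theirs without any mutant sample or control replicate 3 (up to 0.116). Of 8 genes of one-carbon and serine metabolism 3 rose (3 when adjusted over the list alone), CG11899 by 3.98 (standard error 0.36, adjusted p = 8.72e-04), Nmdmc and Shmt. The median was 0.27 (camera, adjusted p = 0.0204; 0.391 with an estimated correlation), a call lost without mutant replicate 2 (0.0757). It ranged from 0.17 to 0.37 with 1 sample left out. The call of Shmt was lost without any sample but control replicate 2 (up to 0.126).

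Among 10 homologues and candidate regulators named in the paper, aop, an ETS domain repressor, rose from 154 ± 34.4 to 1376 ± 207 (log2 fold change 3.17, standard error 0.25, adjusted p = 4.33e-04 from limma), and 2 rose when adjusted over the list alone. The list had a median of 0.44 (camera, adjusted p = 0.0301; 0.483 with an estimated correlation), 0.18 with 100 added, a call lost without control replicate 2 (0.103) and with array weights (0.0933). The others were not past the test: ewg 1.10 (adjusted p = 0.0504; a second probe set -0.042), ERR 0.88 (0.201), Cdk4 0.56 (0.407), CycD 0.31 (0.531), Ets65A 1.98 (0.447), Atac3 0.10, Ets21C 0.01, Ets96B -0.24 and Ets97D, the *delg* gene itself, -0.87 (0.267). Ets21C, Ets65A and Ets96B had mean signals below the median of every array in both genotypes. Of the 7 glutamate, glutamine and proline enzymes of Fig. 7D, Gs2, a glutamine synthetase, rose by 3.05 (standard error 0.39, adjusted p = 0.00381) and Gdh fell (3 rose and 1 fell when adjusted over the list alone), and the median was -0.05 (camera, adjusted p = 0.505; -0.13 to 0.06 with 1 sample left out). Gs1 stood at 1.39 (adjusted p = 0.0734), CG9674, glutamate synthase, at 0.85 (0.144), P5CS at -0.25 (0.623), P5cr at -0.23 (0.671) and P5cr-2 at -0.05 (0.934). The paper states the opposite direction for Gs2, from quantitative PCR on mid-L3 larvae, as set out under the differences.

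Of 18 heat shock and detoxification genes 4 rose and 4 fell (4 and 5 when adjusted over the list alone). The median was -0.23 (camera, adjusted p = 0.612; -0.41 to -0.17 with 1 sample left out). The genes were GstE6 (2.93) and Hsp27 (1.94) among the rises, with Gclc and GstE1 named after their values were seen, and GstD2 (-3.32) and Cyp6a2 (-2.43) among the falls, with Cyp6a8 and Cyp12a4 named after their values were seen. The call of GstD2 was lost without control replicate 3 (0.0555) and that of Cyp6a2 without mutant replicate 3 (0.0532). Without mutant replicate 3, 2 of the list rose and 1 fell, and without control replicate 3, 3 rose and 2 fell. Of 9 genes of the fasting response foxo rose by 1.61 (adjusted p = 0.00674) and InR, the insulin receptor, by 1.54 (adjusted p = 0.0274; 3 rose and 1 fell when adjusted over the list alone). The median was 0.15 (camera, adjusted p = 0.358), from -0.35 without control replicate 2 to 0.45 without control replicate 3, and without control replicate 2 the list had 3 rises and 2 falls. The call of InR was lost without any mutant sample or control replicate 1 (up to 0.134).

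Of 10 genes of peroxisome biogenesis Pex19 (-1.06, adjusted p = 0.0420) and Pex5 fell (4 when adjusted over the list alone), Pex5 from 2979 ± 295 to 1492 ± 198 (adjusted p = 0.0163). The median was -0.44 (camera, adjusted p = 0.0632; 0.0301 after quantile normalization). The call of Pex19 was lost without any mutant sample or control replicate 3 (up to 0.155) and that of Pex5 without mutant replicate 1 or 3 or control replicate 3 (up to 0.0990). Of 40 proteasome genes Rpt3R fell (-1.52, adjusted p = 0.0142; 1 when adjusted over the list alone), a call lost without mutant replicate 1 or 3 or control replicate 3 (up to 0.0733). Without mutant replicate 2, 3 genes fell, and 2 without control replicate 2. The median was -0.10 (camera, adjusted p = 0.191), 0.04 after centring each array and -0.18 to -0.0098 with 1 sample left out. Of 31 genes of the vacuolar ATPase none passed limma's test over all probe sets or over the list alone, 1 was lower at an unadjusted p under 0.05, and the methods' t-test gave 2 lower and 1 higher (median -0.25, -0.10 after centring; camera, adjusted p = 0.203), with the smallest p for VhaAC39-2 (-1.01, adjusted p = 0.191). Of 5 storage protein genes none passed over all probe sets or over the list alone, 1 was lower at an unadjusted p under 0.05 and 0 by the methods' t-test (median -0.17, 0.048 after quantile normalization and -0.28 to -0.11 with 1 sample left out; camera, adjusted p = 0.531), with the smallest p for Apoltp (-1.05, adjusted p = 0.193). Without control replicate 1, 1 of them fell. Over the 40 lists, 22 passed camera with the preset correlation (17 lower and 5 higher) and 0 with an estimated correlation.

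Among markers of other tissues, 2 of 10 hemocyte genes rose, eater (4.79, adjusted p = 0.0340) and Pxn (1.47, adjusted p = 0.0438; 4 when adjusted over the list alone). The median was 1.47 (camera, adjusted p = 0.0326; 0.658 with an estimated correlation). It was 0.67 with 100 added. Of the others, Hml, NimC1, Sr-CI and He were higher in all mutant samples than in all controls. The genotypes overlapped in PPO1 (-0.79), PPO2 (-0.69), crq (0.09) and lz (2.36). The signals of eater were 541, 213 and 900 in the mutant samples and 79.2, 3.6 and 17.0 in the controls. Without mutant replicate 1 or 3 or control replicate 3, 0 hemocyte genes rose, and 1 without mutant replicate 2. Without control replicate 1, 3 rose, and without control replicate 2, 2 rose and 1 fell. For the other markers the median is given with its adjusted p and its range with 1 sample left out. It was 2.88 for salivary gland (0.815; -0.28 to 4.60), 0.55 for midgut (0.643; -0.72 to 1.44), -0.51 for muscle (0.270; -0.67 to -0.26) and 0.25 for epidermis and cuticle (0.735; -0.20 to 0.41). It was -0.37 for testis and germ line (0.514; -0.73 to 0.13), -0.08 for nervous system (0.815; -0.63 to -0.049) and 1.46 for imaginal discs (0.344; 0.30 to 1.31). With 100 added the median of imaginal discs was 0.11, and that of nervous system was 0.06 after quantile normalization. Of these genes aub, of the germ line, fell by 1.37 (adjusted p = 0.0239), a call lost without any mutant sample or control replicate 3, and no other passed limma's test over all probe sets. In the salivary gland list, ng1, ng2 and ng3 were lower in all mutant samples than in all controls, unlike its median.

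Gut proteases, named after their values were seen, had high signals in single samples that the midgut median does not show. Jon65Aiv had 43059 in mutant replicate 1, 2.2 and 6.9 in the other mutant samples and 2577, 6.0 and 5416 in the controls. Jon65Aiii had 31459, 7.9 and 7.1 in the mutant samples and 1372, 8.2 and 3213 in the controls. alphaTry had 5527 in mutant replicate 1 and 5.6 to 51.1 in the other 5 samples, and epsilonTry 5872 and 13.3 to 53.0.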
